# Characterizing Response to PARP Inhibitor Treatment Combinations in Advanced Prostate Cancer

**DOI:** 10.3390/biomedicines14050949

**Published:** 2026-04-22

**Authors:** Bryan Correa Gonzalez, Akshaya Karthikeyan, Love A. Moore, Anamitra Bhaumik, Ethan Sandoval, Marion Hardy, John D. McPherson, Hong Li, Mamta Parikh, Marc Dall’Era, Allen C. Gao, Alan P. Lombard

**Keywords:** prostate cancer, PARP inhibitor, AR-pathway inhibitor, ATM inhibitor, lartesertib

## Abstract

**Background/Objectives**: Combinations of PARP inhibitors (PARPi) and androgen receptor pathway inhibitors (ARPi) have led to clinical success in treating advanced prostate cancer. However, it is unclear where in the clinical paradigm these combinations will fare best, and their mechanism of action remains unclear. We sought to address open questions and explore alternative strategies to enhance PARPi efficacy. **Methods**: Viability and morphology were assessed in response to (1) abiraterone, olaparib, or combination and (2) enzalutamide, talazoparib, or combination in castration-resistant C4-2B cells and abiraterone- or enzalutamide-resistant derivative cell models (ARPi-resistant). The efficacy of the ATM inhibitor lartesertib with and without a PARPi was also determined. Western blots and RNA-sequencing were used to interrogate the mechanistic effects of treatment. **Results**: PARPi and ARPi combinations were effective in all models but provided the most benefit in ARPi-sensitive C4-2B cells. Mechanistically, ARPi was not found to affect homologous recombination repair gene expression but may increase PARP activity. Prolonged PARP inhibition was found to increase the expression of AR target genes, and PARPi pre-treatment increased sensitivity to enzalutamide. ATM inhibition significantly increases PARPi efficacy and appears to outperform ARPi-containing combinations in ARPi-resistant models. **Conclusions**: PARPi and ARPi combinations are effective in ARPi-resistant models, but efficacy appears stronger in ARPi-sensitive CRPC cells. Presented findings support a novel hypothesis that PARP inhibition may increase ARPi sensitivity with increasing AR activity. Additionally, ATM inhibition may provide more benefit than an ARPi in combination with a PARPi in ARPi-resistant settings. These findings support continued PARPi development for improving patient outcomes.

## 1. Introduction

Poly (ADP-ribose) polymerase (PARP) inhibition has improved the treatment of a subset of patients with advanced prostate tumors [1]. Still, the PARP inhibitor (PARPi = PARP inhibitor(s)) mechanism of action (MOA) remains incompletely understood. It is generally thought that PARPi induces replication stress and DNA double-strand break accumulation [2,3,4,5]. In tumor cells deficient in homologous recombination repair (HRR), these lesions may be inappropriately handled, leading to synthetic lethality. Based on results from the PROfound and TRITON-2 clinical trials, olaparib and rucaparib were approved for castration-resistant prostate cancer (CRPC) in 2020, respectively, for patients harboring HRR gene defects [6]. More recently, preclinical and clinical evidence have demonstrated improved efficacy when combining PARPi with androgen receptor (AR) pathway inhibitors (ARPi = AR-pathway inhibitor(s)). Large randomized clinical trials in patients with CRPC have demonstrated significant clinical benefit from combining ARPi with PARPi, leading to the FDA approval of abiraterone + olaparib, enzalutamide + talazoparib, and abiraterone + niraparib [7,8,9].

Despite clinical success, questions remain regarding the optimal use of PARPi and ARPi combinations. It is unclear where in the clinical paradigm these combinations will be most effective. At the time of trials which led to the approval of PARPi and ARPi combinations, recruited CRPC patients were largely ARPi-naïve [1]. However, the clinical paradigm has changed based on trial results showing the benefit of intensifying traditional ADT with ARPi in the castration-sensitive setting [10]. Thus, many patients will have seen an ARPi prior to castration resistance. Whether combining a PARPi with an ARPi will add benefit for patients progressing on an ARPi is unclear. Clinical efforts to assess PARPi combinations in earlier, castration-sensitive settings are ongoing. The AMPLITUDE Phase 3 trial demonstrated significant benefit with the addition of niraparib to androgen deprivation therapy and abiraterone + prednisone in patients with castration-sensitive prostate cancer (CSPC) and HRR alterations, leading to the FDA approval of this combination [11].

The mechanism underlying combination efficacy remains poorly understood, but hypotheses have been postulated to explain observed effects [12]. It is thought that AR regulates DNA repair genes, including some that are involved in HRR [13]. Interestingly, previous reports showed that AR-pathway inhibition reduces HRR gene expression [14,15]. This is expected to create “BRCAness” or HRR deficiency, which increases PARPi sensitivity. In contrast to these findings, a recent study did not find evidence for reduced expression of DNA repair genes in response to AR-pathway inhibition [16]. AR-pathway inhibition was shown to increase PARP activation, presumably as compensation for decreased HRR capacity [15]. It is possible that this would increase PARPi sensitivity. PARP inhibition was shown to regulate AR transcriptional activity. Schiewer et al. demonstrated that PARP inhibition reduced the expression of AR target genes [17]. They propose a mechanistic model in which PARP inhibition reduces PARP-1-dependent GATA2 binding, which reduces AR association with chromatin. Gui et al. reported that specific inhibition of PARP-2 reduces FOXA1-dependent AR transcriptional output [18]. Thus, PARP inhibition may reduce pioneer factor function, leading to reduced AR activity. Still, how these drug classes elicit patient benefit in combination is unclear. A better understanding of cellular responses to single-agent and combination treatments will increase clinical utility. In this study, we sought to utilize ARPi-sensitive and -resistant models to address open questions in the field.

## 2. Materials and Methods

### 2.1. Cell Culture, Reagents, and Drugs

C4-2B cells were provided by Dr. Allen Gao (UC Davis) and authenticated via ATCC STR profiling service. AbiR and MDVR abiraterone- and enzalutamide-resistant C4-2B derivatives were previously described [19,20]. Briefly, C4-2B cells were chronically exposed to increasing doses of either abiraterone or enzalutamide over the course of ~12 months. LNCaP (CRL-1740-LUC2) cells were obtained from ATCC (Manassas, VA, USA). All cell lines are routinely tested for mycoplasma using InvivoGen MycoStrip tests (InvivoGen, San Diego, CA, USA, Cat#: rep-mys-20). All experiments with these cell lines and their derivatives were conducted within 15 passages after resuscitation from cryopreservation. Cells are maintained in RPMI 1640 media (Corning, Manassas, VA, USA, Cat#: 10040CV) supplemented with 10% fetal bovine serum (Corning, collected in Mexico, processed in Woodland, CA, USA, Cat#: 35010CV) and 1% penicillin/streptomycin (Gibco, Grand Island, NY, USA, Cat#: 15140122) and kept at 37 °C in a humidified incubator with 5% carbon dioxide. Olaparib (Cat#: S1060) was purchased from Selleckchem (Houston, TX, USA). Talazoparib (Cat#: HY-16106), abiraterone acetate (Cat#: HY-75054), enzalutamide (Cat#: HY-70002), and lartesertib (Cat#: HY-150617) were purchased from MedChemExpress (Monmouth Junction, NJ, USA). Cells were imaged using an Echo Revolve (Discover Echo, San Diego, CA, USA) microscope in an inverted mode at 10× magnification with 100% zoom. Images were processed and analyzed using ImageJ (version 1.54r, National Institutes of Health, Bethesda, MD, USA) [21].

### 2.2. Cell Viability Assays

Cells were plated at 5000–15,000 cells/well in 24-well plates in complete medium without a selection agent 24 h before drug administration. Cell viability was assessed 120 h after treatment using Cell Counting Kit-8 (CCK-8) (Dojindo, Kumamoto, Japan, Cat#: CK04-20). At the endpoint, the culture medium was replaced with RPMI 1640 (Gibco, Grand Island, NY, USA, Cat#:11835030) containing a 1:20 dilution of CCK-8 solution. Cells were incubated for ~1 h at 37 °C. After incubation, the medium was transferred to a 96-well plate, and the absorbance was measured at 450 nm using a SpectraMax iD5 microplate reader (Molecular Devices, San Jose, CA, USA). All conditions were performed in quadruplicate. Data is displayed as % of control cell growth +/− standard deviation. The data presented is representative of 3 independent experiments.

### 2.3. Western Blotting

Whole cell lysates were prepared by lysing with RIPA buffer (Genesee Scientific, El Cajon, CA, USA, Cat#:18-415) supplemented with 1 mM EGTA (ThermoScientific, Waltham, MA, USA, Cat#: 560767.AD), 1X Phosphatase Inhibitor Cocktail II (MedChemExpress, Monmouth Junction, NJ, USA, Cat#: HY-K0022), and 1X Halt Protease Inhibitor Cocktail with 5 mM EDTA (ThermoFisher, Waltham, MA, USA, Cat#: 78429). Coomassie (Bradford) Protein Assay Kit (ThermoFisher, Rockford, IL, USA, Cat#: 23200) was used to obtain protein concentrations. Proteins were resolved utilizing SDS-PAGE and the following primary antibodies purchased from Cell Signaling (Danvers, MA, USA) were used for detection; PAR (Cat#: 83732), PSA (Cat#: 2475), cleaved-PARP (Cat#: 9541), p21 (Cat#: 2947), γH2AX (Cat#: 9718), BRCA1 (Cat#: 14823), BRCA2 (Cat#: 10741), ATM (Cat#: 2873), phospho-ATM Ser1981 (Cat#: 13050), p53 (Cat#: 9282), phospho-p53 Ser15 (Cat#: 9284), and β-Tubulin (Cat#: 2128). Loading was checked post-transfer via Ponceau S staining, and Tubulin served as an internal loading control. Proteins were detected using Immobilon Western HRP Chemiluminescence Substrate (MilliporeSigma, Burlington, MA, USA, Cat#: WBLUF0500). All blots are representative of three independent experiments.

### 2.4. RNA-Sequencing Sample Preparation and RNA Isolation

Cells were plated and treated 24 h after plating. Five days post-treatment, RNA was isolated from cultured cells using Trizol reagent (Invitrogen, Waltham, MA, USA, Cat#: 15596018) following the manufacturer’s instructions and further purified using the RNeasy kit (Qiagen, Germantown, MD, USA, Cat#: 74104) with the optional on-column DNase step according to the manufacturer’s protocols. Total RNA was eluted from the columns in nuclease-free water. RNA concentration and purity were assessed via NanoDrop 2000 Spectrophotometer (Thermo Scientific), and quality assessments (e.g., RNA integrity) were made using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### 2.5. RNA Sequencing (RNA-Seq)

Indexed, stranded mRNA-seq libraries were prepared from total RNA (1000 ng) using the KAPA Stranded mRNA-Seq Kit (Roche, Wilmington, MA, USA) according to the manufacturer’s standard protocol for mRNA capture, fragmentation, random-primed first-strand synthesis, second-strand synthesis with dUTP marking, A-tailing, adaptor ligation, and library amplification. Libraries were pooled and multiplex sequenced on an Illumina NovaSeqX Plus System (150-bp, paired-end, >30 × 10^6^ reads per sample).

### 2.6. RNA-Seq Analysis and Bioinformatics

Raw sequencing data were processed using the nf-core/rnaseq pipeline (version 3.14.0, DOI 10.5281/zenodo.10471647), which includes quality control, alignment, and quantification steps [22]. Paired-end reads were trimmed using Trim Galore! (v0.6.7, DOI 10.5281/zenodo.5127899), a wrapper for Cutadapt (DOI:10.14806/ej.17.1.200) and FastQC (v0.12.0), which automatically detected and removed adapter sequences and trimmed low-quality bases from the 3′ ends of reads using a Phred quality score cutoff of 20. Read pairs in which either mate fell below a minimum post-trimming length of 20 bp were discarded. Read quality was assessed before and after trimming using FastQC (v0.12.0), which evaluated per-base sequence quality, GC content, sequence duplication levels, and the presence of overrepresented sequences. For alignment, reads were mapped to the *Homo sapiens* reference genome (GRCh38) using STAR [23]. Gene-level quantification was performed using Salmon against the GENCODE v45 gene annotation [24]. The pipeline also included additional quality assessment with RSeQC and featureCounts for read summarization [25,26]. All software and pipelines were run using Nextflow [27]. RNA-seq data are available via the GEO database (Accession#: GSE322615) [28].

Subsequent bioinformatic analyses were conducted in the R open source software v3.6.0 (R Core Team (2024). _R: A Language and Environment for Statistical Computing. R Foundation for Statistical Computing, Vienna, Austria. <https://www.R-project.org/>, accessed on 10 January 2026). The RNA sequencing data were quality checked and post-processed using DESeq2 v1.40.2 [29]. Euclidean distances were calculated on variance-stabilized values using a parametric fit and clustered using hclust from the stats v3.6.2 package. Differential expression analysis was carried out using a local regression fit. All code used in this project is freely available on GitHub (https://github.com/marionhardy/AK_C42B_LLG037-057) (accessed on 10 January 2026).

GSEA was conducted using the desktop software (version 4.3.3) on Hallmark, and KEGG gene sets [30,31].

### 2.7. Statistics and Schematics

All statistical testing and graphing were performed using GraphPad Prism (v.10; GraphPad Software, Boston, MA, USA) unless otherwise noted. Statistical significance (*p*-values) was calculated using an unpaired two-tailed *t*-test or ordinary one-way ANOVA followed by Dunnett’s or Sidak’s multiple comparison tests, as appropriate and as indicated in the figure legends. Outliers were identified and removed using Grubbs’ test (α = 0.05) prior to analysis. All outlier exclusions are specified in the corresponding figure legends. ns = not significant, * = *p*-value ≤ 0.05, ** = *p*-value ≤ 0.01, *** = *p*-value ≤ 0.001. All illustrations were created using BioRender.

## 3. Results

### 3.1. Abiraterone and Olaparib Combination Is Still Effective Post ARPi Exposure

Combining PARPi with ARPi is effective for the treatment of CRPC [1]. However, questions remain as the treatment paradigm for advanced prostate cancer has evolved. ARPi are often given with traditional ADT for treating castration-sensitive disease [10]. Whether an ARPi will add benefit to a PARPi post-progression on an ARPi is unclear. To address this, we treated PARPi-sensitive C4-2B cells, a CRPC model, and abiraterone- and enzalutamide-resistant C4-2B-derived cells, AbiR and MDVR, respectively, with either abiraterone (5 μM), olaparib (1 μM), or both (approved via PROpel) (Figure 1A) [19,20,32]. The combination more effectively reduced viability in all three cell lines. Observation of cell morphology supports the increased efficacy of combination treatment (Figure 1B). Of note, these cells have been shown to express CYP17A1 (abiraterone target), and previous data and those shown below support on-target in vitro effects [33,34,35]. Additionally, C4-2B was derived from LNCaP, a CSPC model shown to exhibit sensitivity to clinically relevant PARPi dosing, likely due to mutations in HRR-associated genes, including BRCA2 [36,37]. Despite the observed response in all three models, the overall effect was strongest in ARPi-sensitive C4-2B cells. These data suggest (1) that ARPi may still provide benefit in combination with a PARPi after progressing on an ARPi, but (2) combinations may be best given before use of an ARPi.

### 3.2. Characterizing Molecular Responses to Combination Treatments

In line with clinical data and results presented above, combining enzalutamide and talazoparib (approved via TALAPRO-2) is also more effective than monotherapy in C4-2B cells (Figure 2A,B). It remains unclear what underlies the efficacy of combining these drug classes. One hypothesis is that ARPi reduces HRR, induces or enhances BRCAness, and sensitizes to PARP inhibition [12,14,15]. We’ve previously shown increased expression of γH2AX (indicating DNA damage), p21 (indicating cell-cycle arrest), and cleaved-PARP (indicating cell death) in response to PARP inhibition, in line with expected PARPi function [37]. If ARPi reduced HRR, we hypothesize that the combination with a PARPi would further increase expression of these markers as a result of increased DNA damage. Western blots show that olaparib and talazoparib indeed lead to increased expression of noted response markers (Figure 2C). Interestingly, the addition of abiraterone to olaparib or enzalutamide to talazoparib did not consistently lead to increased marker expression. These data do not support that AR-pathway inhibition reduces HRR to enhance synthetic lethality. Altogether, these data support the efficacy of combining PARPi and ARPi but suggest that the combination MOA requires further investigation.

### 3.3. RNA-Sequencing Provides Insight into Tumor Cell Response to PARPi and ARPi Monotherapy and Combination Treatments

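C4-2B, a castration-resistant prostate cancer cell line, was treated for 5 days with DMSO, abiraterone (5 µM), enzalutamide (20 µM), olaparib (1 µM), talazoparib (10 nM), abiraterone plus olaparib, or enzalutamide plus talazoparib, each with 3 libraries, which makes 21 libraries. Abiraterone and enzalutamide act on androgen signaling and form the class the paper calls ARPi. The authors aligned the paired reads to GRCh38 with STAR, estimated the count of each gene with Salmon, and deposited these estimated counts as whole numbers without normalization. The counts per library added up to between 26932205 and 49833473, with a median of 36348316. Median totals were 34881744 for DMSO, 31386936 for abiraterone, 40685533 for enzalutamide and 36836015 for olaparib. They were 42023890 for talazoparib, 30481366 for abiraterone plus olaparib and 41910726 for enzalutamide plus talazoparib. The 10 genes with the most counts took between 9.76% and 13.6% of a library. Counts were scaled by edgeR's TMM method, and 18625 genes passed its filter on low counts by group. All 21 libraries entered one quasi-likelihood fit without covariates, and each treatment was compared with DMSO with Benjamini-Hochberg adjustment over the genes tested. Between replicates of a treatment, the chi-square over genes divided by its degrees of freedom lay between 2.18 and 6.03 over both RNA-seq experiments, where sampling of reads alone would give about 1.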

To better address combination MOA, we performed RNA-sequencing to define transcriptional responses to abiraterone, enzalutamide, olaparib, talazoparib, and respective combinations in C4-2B cells (5-day treatment) (Figure 3A). 

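Distances between libraries were computed over 37096 genes on variance-stabilized values. Replicates of a treatment lay between 27.4 and 33.0 apart, with a mean of 29.7. Olaparib and talazoparib lay 30.9 ± 0.84 apart (SD over the 9 pairs of libraries), close to the distance between replicates. Abiraterone and enzalutamide lay 35.2 ± 1.53 apart, and the combinations lay 33.6 ± 1.24 apart. Abiraterone plus olaparib was 39.0 ± 0.85 from abiraterone and 65.8 ± 0.53 from olaparib. Enzalutamide plus talazoparib was 38.3 ± 1.17 from enzalutamide and 65.9 ± 0.91 from talazoparib. Hierarchical clustering into 2 clusters put the 12 libraries with an ARPi apart from the 9 without one. With 4 clusters, these were DMSO, both ARPi, both PARP inhibitors (PARPi), and both combinations.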

Graphing Euclidean distances demonstrates the similarity of responses to drugs of the same class; olaparib clusters with talazoparib, abiraterone with enzalutamide, and combinations (Figure 3B). Interestingly, despite having relatively similar effects on viability at chosen doses, ARPi monotherapies appear to drive much more transcriptional change than single-agent PARP inhibition. 

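In the 5-day RNA-seq panel, the distance to DMSO was 60.8 ± 0.51 for abiraterone and 62.2 ± 0.90 for enzalutamide (SD over 9 pairs of libraries). It was 39.9 ± 0.34 for olaparib and 38.9 ± 1.12 for talazoparib, and 70.9 ± 0.51 and 69.4 ± 0.73 for the combinations with abiraterone and enzalutamide. The ratio of the mean ARPi distance to the mean PARPi distance was 1.56, and these distances include the scatter between replicates. Log2 CPM (counts scaled to library size, prior count 2), the transformation that moved it most, gave a ratio of 1.27, and the order of the treatments was the same. Among genes past the threshold, the median absolute log2 fold change was 0.39 for abiraterone and 0.27 for olaparib.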

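Principal components were computed from the 500 most variable genes of the variance-stabilized values of the 21 libraries. The first component held 79.4% of the variance and the second 6.05%. On the first, the mean score was -19.5 ± 0.15 for DMSO (SD, n = 3 libraries), -22.4 ± 0.15 for olaparib and -21.5 ± 0.32 for talazoparib. Scores there were 14.7 ± 0.15 for abiraterone, 16.4 ± 0.18 for enzalutamide, 15.0 ± 0.037 for abiraterone plus olaparib and 17.2 ± 0.11 for enzalutamide plus talazoparib. On the second, DMSO had -6.35 ± 0.61, olaparib 3.22 ± 0.39 and talazoparib 2.60 ± 0.24. Abiraterone scored -2.52 ± 0.40 on it and enzalutamide -7.01 ± 0.82, while the combinations scored 7.72 ± 0.33 with abiraterone and 2.35 ± 0.83 with enzalutamide. With log2 CPM in place of the variance-stabilizing transformation, the first component held 49.5% of the variance, the largest change among the transformations tried.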

Principal component analysis further supports this observation, as ARPi largely segregates along PC1 (79% variance), while PARPi segregates along PC2 (6% variance) (Figure 3C). An upset plot, which captures the number of differentially expressed genes (DEGs) by treatment and both treatment-specific and intersection-specific DEG changes, shows that AR-pathway inhibition results in greater numbers of DEGs versus PARPi, while combinations exhibit the most overall DEGs (Figure 3D).

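Against DMSO, 9853 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test after abiraterone, 4803 higher and 5050 lower. Enzalutamide gave 9919 such genes (5028 higher), olaparib 6638 (3655 higher) and talazoparib 6300 (3435 higher). Abiraterone plus olaparib gave 11581 (5785 higher) and enzalutamide plus talazoparib 11630 (5808 higher). A threshold on the size of the change moved these counts most, and with an absolute log2 fold change of at least 1 they were 1959, 2059, 502, 463, 2692 and 2593 in the same order. Both ARPi shared 7948 of these genes, both PARPi 4730 and all 4 single agents 2830, of which 1879 went in one direction. Both combinations shared 10182, and 591 of those passed the threshold with no single agent. Simulated unchanged treatments set against the same DMSO libraries shared a mean of 0.125 genes per pair. Among genes with at least 100 counts in the higher group, MATN2 (ENSG00000132561.14, GRCh38 chromosome 8 from 97868840 to 98036724) had from 12 to 15 counts per library with DMSO, and its log2 fold change was 5.90 ± 0.13 (SE) with abiraterone and 6.44 ± 0.12 with enzalutamide (adjusted p = 3.14e-29 and 3.49e-31, edgeR's quasi-likelihood test). SLC38A4 (ENSG00000139209.16, chromosome 12 from 46764761 to 46832408) was at least 57.5-fold lower with abiraterone, a limit set by 3 counts in libraries that held 1 count each. CEL (ENSG00000170835.17, chromosome 9 from 133061981 to 133071861) had the largest rise with olaparib and, after RN7SL2, with talazoparib, by a log2 fold change of 3.33 ± 0.13 with olaparib and 3.12 ± 0.13 with talazoparib (adjusted p = 3.42e-20 and 6.49e-19, edgeR's quasi-likelihood test). CHAC1 (ENSG00000128965.13, chromosome 15 from 40952962 to 40956512) had the largest fall with talazoparib and, after a gene without a symbol, with olaparib, by 1.697 ± 0.12 with olaparib and 1.66 ± 0.12 with talazoparib on the log2 scale. RN7SL1, RN7SL2 and NPIPP1 were also among the genes that rose most in a treatment, but they share reads with near-identical copies and their values are uncertain.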

To gain further insight into the effects of treatments, we performed gene set enrichment analysis (GSEA) and focused on interrogation of significantly enriched hallmark and KEGG gene sets either up- or downregulated common to each treatment class: ARPi = abiraterone and enzalutamide, PARPi = olaparib and talazoparib, combination = abiraterone + olaparib and enzalutamide + talazoparib (Supplementary Materials Figures S1 and S2). Both ARPi and PARPi commonly up- or downregulate several hallmark gene signatures (e.g., upregulated: interferon-α/γ, apoptosis, epithelial-mesenchymal transition, downregulated: Myc, E2F targets, unfolded protein response), which may imply a common stress response. 

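The hallmark and KEGG sets were not used here, and 14 gene lists, written from general knowledge, taken by rules on gene symbols or taken from Seurat, stood in for them, so their results describe these lists and not the sets in Supplementary Figures S1 and S2. Each list was tested with camera on the edgeR counts with an inter-gene correlation of 0.01, in 15 comparisons of the panel and the later time course, and p-values were adjusted over all 210 tests. Of these, 140 had an adjusted p under 0.05 by camera, and 84 of the 140 also had one with the correlation estimated from the data. The size of an effect is given as the mean log2 fold change over the tested members of a list. For the androgen response list with abiraterone the adjusted p from camera was 3.59e-08 with the estimated correlation, against 4.74e-121 with the preset value.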

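Members of the interferon response list (46 genes tested) were higher by a mean log2 fold change of 0.62 with abiraterone and 0.66 with enzalutamide (adjusted p = 0.0108 and 0.00541, camera). Olaparib gave 0.23 and talazoparib 0.34 (adjusted p = 0.127 and 0.0352, camera). With members whose compared libraries held at most 3 counts set to their limit, the interferon means were 0.61, 0.65, 0.24 and 0.33 in the same order, and the medians 0.49, 0.61, 0.26 and 0.27. Without a filter on low counts the adjusted p from camera for olaparib was 0.00311, and with the estimated correlation those of abiraterone, enzalutamide and talazoparib were 0.0626, 0.0536 and 0.112. The unfolded protein response list (30 genes) fell by a mean of 0.52 with abiraterone, 0.24 with enzalutamide, 0.22 with olaparib and 0.19 with talazoparib on the log2 scale (adjusted p = 7.40e-15, 5.57e-05, 1.19e-06 and 1.94e-05, camera), and the medians were -0.50, -0.23, -0.030 and -0.051 in the same order. For the list of MYC targets and ribosome biogenesis genes (30 genes) the means were -0.30 with abiraterone and -0.37 with enzalutamide (adjusted p = 8.73e-08 and 1.21e-09, camera). They were -0.041 with olaparib and -0.035 with talazoparib (adjusted p = 0.0668 and 0.239, camera), and with total-count scaling the means were -0.082 and -0.081 (adjusted p = 0.00930 and 0.0445, camera). S phase genes, which overlap with E2F targets, are given beside the cell cycle pathways, and apoptosis and epithelial-mesenchymal transition lists were not tested.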

As expected, ARPi significantly reduced androgen response gene expression, while PARPi strongly induced the expression of p53-regulated genes. 

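The androgen response list (101 genes tested) had a mean log2 fold change of -1.12 ± 0.11 with abiraterone (SE over genes), with 95 of 101 members lower. HPGD held at most 3 counts per library with abiraterone, and with it at that limit the mean was -1.12 and the median -0.88. With enzalutamide it was -1.29 ± 0.13, with 95 members lower (adjusted p = 1.13e-142, camera). Past the threshold, 91 members fell with abiraterone and 93 with enzalutamide by edgeR's quasi-likelihood test, or 92 and 94 adjusted over the list alone. The list of p53 targets (50 genes) had a mean of 0.70 ± 0.12 with olaparib and 0.61 ± 0.10 with talazoparib (adjusted p = 8.88e-43 and 7.83e-39, camera). With abiraterone the mean of the p53 targets was 0.37 and with enzalutamide 0.23 (adjusted p = 0.00154 and 0.0916, camera), and under the estimated correlation the adjusted p for abiraterone was 0.102.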

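The Wnt pathway list (21 genes tested) had a mean log2 fold change of 1.08 with abiraterone and 1.12 with enzalutamide (adjusted p = 0.00331 and 0.00283, camera), with 18 and 18 of 21 members higher. The libraries with DMSO held at most 3 counts of ROR2 and DKK1, and with both at the limit this sets, the means were 0.82 and 0.86 and the medians 0.69 and 0.79. With olaparib and talazoparib, where such members were set to no change, the medians were 0 and 0 (adjusted p = 0.904 and 0.532, camera). The S phase list (43 genes) had means of -0.33 with olaparib and -0.36 with talazoparib (adjusted p = 1.35e-19 and 3.16e-26, camera), and the G2/M list (54 genes) had -0.43 and -0.44 (adjusted p = 9.27e-54 and 5.07e-66, camera). With the estimated correlation the adjusted p from camera for S phase genes with olaparib was 0.0674. For abiraterone the S phase mean was -0.10 and the G2/M mean -0.11 (adjusted p = 0.225 and 0.0656, camera). For enzalutamide they were -0.041 and 0.050 (adjusted p = 0.743 and 0.347, camera). Without the first DMSO replicate (A), the adjusted p values from camera for abiraterone were 0.0376 for S phase and 0.0164 for G2/M, and without any filter on low counts they were 0.0132 and 2.96e-04.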

Notable differences include increased Wnt signaling associated with ARPi-treated cells and more downregulation of pathways directly associated with cell cycle regulation in PARPi-treated cells. These data are also reflected in KEGG gene set enrichment patterns. 

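A list of 36 aminoacyl-tRNA synthetases, a pathway that KEGG defines, fell with each single agent. Supplementary Figure S2 gives the KEGG set as lower with both ARPi and with both combinations, but not among the sets lower with both PARPi. The mean log2 fold changes were -0.28 with abiraterone and -0.17 with enzalutamide (adjusted p = 1.79e-08 and 0.00425, camera). They were -0.14 with olaparib and -0.094 with talazoparib (adjusted p = 4.38e-10 and 1.91e-06, camera), with 24 and 23 members lower. With the correlation estimated from the data, the adjusted p for enzalutamide was 0.1498.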

We also observe striking metabolic differences, where ARPi more generally downregulate, and PARPi more generally upregulate varying metabolism-related gene expression. 

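Oxidative phosphorylation genes (79 tested) had a mean log2 fold change of -0.20 with abiraterone and -0.15 with enzalutamide (adjusted p = 1.04e-05 and 0.00123, camera). Their means were 0.022 with olaparib and 0.073 with talazoparib (adjusted p = 0.555 and 6.15e-04, camera), and total-count scaling turned the olaparib mean to -0.020. Fatty acid oxidation genes (26 tested) were higher by 0.19 with olaparib and 0.20 with talazoparib (adjusted p = 0.00279 and 1.26e-04, camera), with 20 and 21 members higher. With abiraterone and enzalutamide, 12 and 11 of the 26 fell, with means of -5.5e-04 and 0.013 (adjusted p = 0.239 and 0.327, camera). With the estimated correlation, none of the 5 adjusted p values under 0.05 among these stayed there: they were 0.259, 0.414 and 0.392 for oxidative phosphorylation with abiraterone, enzalutamide and talazoparib, and 0.121 and 0.0568 for fatty acid oxidation with olaparib and talazoparib (camera).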

Interestingly, while ARPi downregulates androgen response signaling as expected, PARPi increases this expression. 

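Of the 101 androgen response genes, 90 fell past the threshold with both ARPi. Among those 90, 42 rose past it with both PARPi and 10 fell past it with both. Across all 101 genes, which are not independent replicates, the log2 fold changes with abiraterone and with olaparib had a Pearson correlation of -0.36. Both were set against the same DMSO libraries, which push such a correlation up. Simulated treatments without any effect had a mean of 0.50, computed over all genes tested and not over these 101. MAF (ENSG00000178573.7, GRCh38 chromosome 16 from 79585843 to 79600737), NDRG1 (ENSG00000104419.17, chromosome 8 from 133237175 to 133302022) and AKAP12 (ENSG00000131016.17, chromosome 6 from 151239967 to 151358559) had the largest changes of the list with either PARPi, with log2 fold changes of 1.64, 1.54 and 0.99 with olaparib (adjusted p = 4.31e-24, 1.38e-09 and 5.49e-05, edgeR's quasi-likelihood test). AKAP12 had -4.44 with abiraterone and -5.26 with enzalutamide.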

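Across the 18625 genes tested, which are not independent replicates, the log2 fold changes of abiraterone plus olaparib had a Pearson correlation of 0.85 with those of abiraterone and 0.43 with those of olaparib. Enzalutamide plus talazoparib had 0.85 with enzalutamide and 0.43 with talazoparib, and the combinations had 0.89 with each other. Because all treatments were set against the same DMSO libraries, which push such correlations up, simulated unchanged treatments had a mean correlation of 0.498 (range 0.452 to 0.545). Those treatments had no effect, so this value is no baseline for treatments that changed many genes. The correlations with the PARPi cannot be judged against it. Olaparib and abiraterone plus olaparib shared 5381 genes past the threshold, 4302 of them in the same direction. Talazoparib and enzalutamide plus talazoparib shared 5037, 3834 of them in the same direction. In a linear fit across genes, the slope of abiraterone plus olaparib was 0.90 on abiraterone and 0.33 on olaparib (r squared 0.749). For enzalutamide plus talazoparib the slopes were 0.85 on enzalutamide and 0.32 on talazoparib (r squared 0.752). Noise in the fold changes moves such slopes by an amount that was not estimated. For olaparib it was large, since its effects in both experiments correlated at 0.49 across genes, against 0.86 among those with at least 100 counts. The slopes therefore do not measure the share of each drug. Set against their own single agents, a comparison chosen after the data were seen, abiraterone plus olaparib differed in 5436 genes from abiraterone and in 10535 from olaparib, and enzalutamide plus talazoparib in 6414 from enzalutamide and in 10946 from talazoparib. The androgen response list had a mean of -1.06 with abiraterone plus olaparib and -1.24 with enzalutamide plus talazoparib (adjusted p = 2.71e-79 and 2.02e-103, camera). With HPGD at its limit of 3 counts, the median with enzalutamide plus talazoparib was -1.04. A departure from the sum of both single agents was found for 2386 genes with abiraterone and olaparib and for 2346 with enzalutamide and talazoparib (adjusted p under 0.05 for the interaction, edgeR's quasi-likelihood test).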

Combinations are amalgamations of both monotherapies, but appear to favor the expression profile exhibited by ARPi. However, combinations also exhibit notable specific alterations, including changes associated with immune cell activity and extracellular matrix interactions. 

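Of the genes that passed the threshold with abiraterone plus olaparib, 1739 passed it with neither single agent, and 141 of those had an interaction between the drugs past the threshold. For enzalutamide plus talazoparib these counts were 1846 and 168. The list of extracellular matrix and integrin genes (66 tested) had a mean log2 fold change of 0.94 with abiraterone plus olaparib and 0.85 with enzalutamide plus talazoparib (adjusted p = 2.02e-06 and 1.22e-05, camera). With 6 members held at the limit of 3 counts, the medians were 0.81 and 0.83. Single agents raised the same list by 0.70 (abiraterone), 0.57 (enzalutamide), 0.47 (olaparib) and 0.46 (talazoparib), with adjusted p = 2.38e-05, 2.29e-04, 3.11e-04 and 4.83e-04 from camera. With the members at their limits these means were 0.59, 0.48, 0.36 and 0.35. Its interaction was -0.24 for abiraterone and olaparib and -0.18 for enzalutamide and talazoparib (adjusted p = 0.173 and 0.362, camera). The MHC genes (11 tested) had means of 0.49 and 0.59 with the combinations (adjusted p = 0.184 and 0.0809, camera). They had 0.46 with abiraterone, 0.74 with enzalutamide, 0.37 with olaparib and 0.47 with talazoparib (adjusted p = 0.139, 0.0140, 0.0363 and 0.00205, camera). Their interaction was negative, -0.34 for abiraterone and olaparib and -0.62 for enzalutamide and talazoparib (adjusted p = 0.0133 and 3.53e-07, camera). With the correlation estimated from the data, the MHC calls against DMSO were lost, with 0.212 for enzalutamide, 0.291 for olaparib and 0.120 for talazoparib (adjusted p, camera). The MHC interactions were not among the list results compared over the alternatives, so their p-values rest on the preset correlation. Interferon response genes rose by 0.82 and 0.81 with the combinations, with interactions of -0.032 and -0.18 (adjusted p = 0.626 and 0.190, camera). With 1 member at its limit the interferon medians with the combinations were 0.66 and 0.68.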

Altogether, these findings support known drug function and provide a foundation to further probe the specific mechanisms underlying the efficacy of combinations.

### 3.4. ARPi Do Not Downregulate HRR Associated Gene Expression but May Increase PARP Activity

Several hypotheses have been proposed to explain the efficacy of combining PARPi and ARPi [12]. AR is thought to regulate HRR, and AR-pathway inhibition has been shown to down-regulate HRR-associated gene expression [14,15]. Thus, a leading hypothesis is that ARPi decreases HRR, induces BRCAness, and sensitizes to PARP inhibition (Figure 4A). To address this hypothesis, we interrogated our RNA-seq data for evidence that ARPi decreases HRR gene expression. 

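The homologous recombination list stood in for the KEGG set, and 27 of its 28 genes were tested. Its mean log2 fold change was -0.073 ± 0.044 with abiraterone (SE over genes) and 0.0062 ± 0.032 with enzalutamide (adjusted p = 0.494 and 0.945, camera). With abiraterone 20 of 27 genes were lower, 10 of them past the threshold by edgeR's quasi-likelihood test, which was also the count adjusted over the list alone, and 4 rose past it. With enzalutamide 14 were lower, 7 past the threshold, and 5 rose past it. The enzalutamide mean changed sign when the DMSO replicate A, or the enzalutamide replicate B or C, was left out. The hallmark DNA repair set has no list of its own here.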

We found no significant downregulation of either the hallmark DNA repair or KEGG homologous recombination gene sets in response to either abiraterone or enzalutamide (Figure 4B). We analyzed the expression of a set of genes previously highlighted to be downregulated by inhibition of AR activity and additionally looked at BRCA2 and PALB2, two genes associated with PARPi sensitivity [14,15,38]. 

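The 12 genes shown in Fig. 4C were tested in the panel after 5 days. BRCA2 (ENSG00000139618.18, GRCh38 chromosome 13 from 32315086 to 32400268) had a log2 fold change of -0.29 ± 0.10 (SE) with abiraterone and 0.014 ± 0.10 with enzalutamide (adjusted p = 0.0276 and 0.924, edgeR's quasi-likelihood test). Over the alternatives its adjusted p with abiraterone ranged from 0.00308 to 0.156 (edgeR's quasi-likelihood test), and it was over 0.05 when DMSO replicate B or C or abiraterone replicate A or C was left out. BRCA1 (ENSG00000012048.25, chromosome 17 from 43044295 to 43170245) had 0.0063 ± 0.051 and 0.13 ± 0.050 (adjusted p = 0.933 and 0.0352, edgeR's quasi-likelihood test), and PALB2 (ENSG00000083093.11, chromosome 16 from 23603160 to 23641321) had -0.070 and 0.072 (adjusted p = 0.238 and 0.207). Without DMSO replicate A the enzalutamide value of BRCA1 was 0.070 (adjusted p = 0.238, edgeR's quasi-likelihood test). The 12 genes had a mean of -0.095 with abiraterone, from -0.33 for RAD51AP1 to 0.17 for RAD54L, with 5 lower and 1 higher past the threshold. With enzalutamide the mean was 0.020, from -0.20 for RAD51C to 0.30 for RAD54L, with 2 lower and 3 higher past it, and adjusted over the list alone all these counts were the same. The study chose these genes from earlier work and not from these libraries. With total-count scaling BRCA2 had -0.23 with abiraterone (adjusted p = 0.0894, edgeR's quasi-likelihood test), and leaving out DMSO replicate C moved it most among the alternatives that lowered its size, to -0.19. KLK3 (ENSG00000142515.16, chromosome 19 from 50854915 to 50860764) fell from 1450 ± 50.7 CPM with DMSO (SD, n = 3) to 485 ± 21.3 with abiraterone and 304 ± 21.7 with enzalutamide, log2 fold changes of -1.58 ± 0.045 and -2.25 ± 0.046. TMPRSS2 (ENSG00000184012.14, chromosome 21 from 41464300 to 41531116) fell by 2.45 ± 0.083 and 2.80 ± 0.084 on the log2 scale (adjusted p = 4.94e-13 and 1.02e-13, edgeR's quasi-likelihood test).

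**Figure D1:**
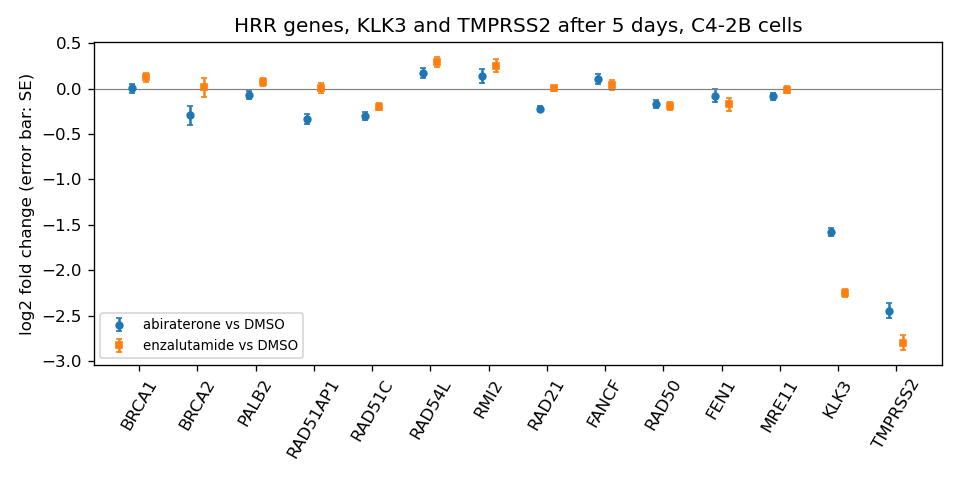
Log2 fold changes against DMSO of 12 HRR genes and of KLK3 and TMPRSS2 after 5 days with abiraterone (circles) or enzalutamide (squares), with error bars of 1 SE and 3 libraries per treatment. The 12 HRR genes lie between -0.33 and 0.30, and KLK3 and TMPRSS2 lie at -1.58 or lower.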

Neither abiraterone nor enzalutamide consistently or robustly downregulated their expression, while positive control genes (KLK3 (PSA), TMPRSS2) were strongly repressed by both drugs (Figure 4C). Lastly, we specifically tested for the expression of both BRCA1 and BRCA2 in response to ARPi treatment at the protein level (Figure 4D). In line with transcriptomic data, we saw no significant evidence that ARPi downregulates their expression in C4-2B or ARPi-resistant cells. Collectively, these data do not support that ARPi induces PARPi sensitivity through downregulation of HRR.

It has been shown that AR-pathway inhibition increases PARP activity (Figure 4E). ARPi treatment of C4-2 cells resulted in increased PAR levels, and clinical castration significantly increased the PAR/PARP1 ratio, all supporting that AR-pathway inhibition augments PARP activity [15]. To address this hypothesis, we treated C4-2B and ARPi-resistant cells with vehicle or either abiraterone (5 μM) or enzalutamide (20 μM) and assessed PAR levels (Figure 4F). Interestingly, we observed that both ARPi increased PAR levels in C4-2B cells. The results were less consistent in AbiR and MDVR cells. These data suggest that AR-pathway inhibition may increase PARP activity, which could explain some of the efficacy of combining these drugs.

### 3.5. Prolonged Exposure to PARP Inhibition Increases Androgen Response Gene Expression

It is also thought that PARP positively regulates AR activity (Figure 5A). Two previous reports have presented data supporting the role of PARP1 and PARP2 in promoting AR transcriptional output [17,18]. The inhibition of PARP1 or PARP2 is thought to decrease AR transcriptional activity and thus could synergize with AR-pathway inhibition. To address this hypothesis, we first analyzed RNA-seq gene expression levels of canonical AR target genes and CDKN1A (p21, PARPi positive control) in C4-2B cells treated with olaparib (1 μM) or talazoparib (10 nM) for 5 days (Figure 5B). 

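FKBP5 (ENSG00000096060.15, GRCh38 chromosome 6 from 35573585 to 35728583) was at 1.32 ± 0.019 times its mean DMSO level with olaparib (SD, n = 3) and 1.27 ± 0.025 times with talazoparib, log2 fold changes of 0.40 ± 0.025 (SE) and 0.35 ± 0.025 (adjusted p = 6.99e-15 and 4.71e-13, edgeR's quasi-likelihood test). KLK3 rose by a log2 fold change of 0.18 ± 0.044 with olaparib and 0.21 ± 0.044 with talazoparib (adjusted p = 0.00439 and 0.00108, edgeR's quasi-likelihood test). For TMPRSS2 the values were 0.73 ± 0.073 and 0.77 ± 0.072 (adjusted p = 9.85e-07 and 6.47e-07, edgeR's quasi-likelihood test). CDKN1A (ENSG00000124762.14, chromosome 6 from 36676460 to 36687337) had 2.18 ± 0.053 and 1.98 ± 0.053 (adjusted p = 7.76e-17 and 6.39e-16, edgeR's quasi-likelihood test). None of FKBP5, KLK3, TMPRSS2 and CDKN1A lost its call or its direction with either PARPi under the alternatives tried.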

Interestingly, we found significantly increased expression of every gene analyzed (although the magnitude of change was modest for all AR-target genes). Western blots confirmed that neither olaparib nor talazoparib resulted in decreased expression of PSA in C4-2B or ARPi-resistant cells after 5 days of treatment (Figure 5C). GSEA revealed that PARPi treatment resulted in a significant increase in the expression of the hallmark androgen response gene set (Figure 5D). Those genes at the leading edge of the set in response to PARPi treatment are displayed (genes most upregulated by PARP inhibition) (Figure 5E). 

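The 101 genes of the androgen response list, which was written without the hallmark set, had a mean log2 fold change of 0.21 ± 0.035 with olaparib (SE over genes) and 0.16 ± 0.034 with talazoparib (adjusted p = 2.10e-14 and 3.50e-10, camera). Olaparib raised 73 of the 101 and talazoparib 66. With olaparib, 57 rose and 16 fell past the threshold by edgeR's quasi-likelihood test, or 60 and 18 adjusted over the list alone. With talazoparib, 49 rose and 16 fell, or 49 and 21 adjusted over the list alone. The list holds the 28 genes that the paper shows at a leading edge, which the study chose from these libraries, so the full list is not independent evidence. Without those 28 genes, the adjusted p from camera was 0.0163 with olaparib and 0.238 with talazoparib, and with the estimated correlation for the full list it was 0.00151 and 0.00486.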

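The 15 genes shown for olaparib had a mean log2 fold change of 0.83 with olaparib and 0.78 with talazoparib, and 15 and 15 of them rose. These genes were selected for their rise in the same libraries, so no test was made in the panel. The panel values are not independent evidence. In the later time course, whose libraries did not serve for this choice, 15 of the 15 rose at day 5 of each olaparib dose. Their means there were 1.05 at 1 µM and 1.47 at 5 µM, against 0.077 and 0.24 at day 1. With abiraterone 14 of the 15 fell, by a mean of 1.67 on the log2 scale.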

Interestingly, while there is a high concordance between these genes in response to either PARPi, there are notable similarities and differences between those most upregulated by PARP inhibition and those most downregulated by AR-pathway inhibition, which may imply a degree of AR-reprogramming in response to PARP inhibition (Supplementary Materials Figure S3A). 

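The lists shown for olaparib and talazoparib hold 15 genes each and share 14. Those shown for abiraterone and enzalutamide also hold 15 each and share 14. Each class has 16 genes in all, and 4 genes are in both classes. The 15 genes shown for abiraterone had a mean log2 fold change of 0.49 with olaparib and 0.42 with talazoparib, and 15 and 15 of them rose. Across the 101 androgen response genes, olaparib and talazoparib had a Pearson correlation of 0.96, and abiraterone in the panel and 5 days of olaparib in the time course, which share no library, had -0.40 (Spearman -0.36), where genes are not independent replicates. From the overlap between both PARPi and the partial overlap with the genes that ARPi lower most, the paper proposes a degree of reprogramming of the androgen response by PARP inhibition, and from these data and the gene set it proposes that prolonged PARP inhibition increases this response.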

Altogether, these data suggest that rather than decreasing AR-activity, prolonged exposure to PARP inhibition leads to increased AR transcriptional output. This increase in activity may sensitize to AR-pathway inhibition. To test this hypothesis, we pre-treated C4-2B cells for 9 days with olaparib and compared the response between parental and olaparib pre-treated cells to enzalutamide (Supplementary Materials Figure S3B). Olaparib pre-treated C4-2B cells were significantly more sensitive to enzalutamide. These data suggest there may be synergy between these agents induced by the effects of PARP inhibitor exposure.

We sought to reconcile our study with previously published data. A notable difference in our study is the treatment duration. Schiewer et al. performed many experiments either at 30 min or 24 h [17]. In contrast, we assessed at 5 days. Additionally, Schiewer et al. primarily used veliparib for their study, which we now know is not as potent a PARPi as olaparib or talazoparib [4]. 

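In a separate experiment, C4-2B cells were grown with DMSO or olaparib at 1 µM or 5 µM, and RNA was taken after 1 or 5 days, with 3 libraries for each of the 6 groups and 18 libraries in all. Counts per library came to between 34214001 and 44893664, with a median of 37545065. At day 1 the group medians were 38548957 (DMSO), 40527598 (olaparib 1 µM) and 36095581 (olaparib 5 µM), and at day 5 they were 38398389, 36969403 and 37223200 in the same order. The authors made these counts in the same way as those of the panel, and the 18 libraries were fitted together over 18502 genes. Against DMSO of the same day, olaparib at 1 µM changed 2928 genes at day 1 and 8566 at day 5, and at 5 µM it changed 8333 and 12627 (adjusted p under 0.05, edgeR's quasi-likelihood test). Without DMSO replicate 1 of day 1, the first of these counts was 1932. Across 17960 genes, which are not independent replicates, the effects of 5 days of olaparib at 1 µM in this experiment and in the panel had a Pearson correlation of 0.49 and a Spearman correlation of 0.67. Among the 12101 genes with at least 100 counts on average, the Pearson correlation was 0.86. Of the 5426 genes past the threshold in both experiments, 5408 changed in the same direction.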

To test the impact of time and treatment intensity on AR target gene expression, we performed an independent experiment by treating C4-2B cells with olaparib (1 or 5 μM) for either 1 or 5 days and performed RNA-seq (Figure 5F). 

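One day of olaparib gave the 101 genes of the androgen response list a mean log2 fold change of -0.034 ± 0.012 at 1 µM (SE over genes) and -0.046 ± 0.028 at 5 µM (adjusted p = 3.95e-06 and 0.00172, camera). At 1 µM 75 of 101 genes were lower and at 5 µM 68. Past the threshold, 33 fell and 6 rose at 1 µM by edgeR's quasi-likelihood test, or 39 and 10 adjusted over the list alone. At 5 µM 52 fell and 21 rose, or 54 and 21 adjusted over the list alone. Neither call held with the correlation estimated from the data, where the adjusted p from camera was 0.228 at 1 µM and 0.414 at 5 µM.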

After 1 day of olaparib exposure, we found significantly decreased expression of the hallmark androgen response gene set at both doses, in line with previous findings. However, by day 5, this effect was robustly reversed. 

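After 5 days, the mean log2 fold change of the androgen response list against DMSO was 0.28 ± 0.044 at 1 µM olaparib (SE over genes) and 0.36 ± 0.074 at 5 µM (adjusted p = 2.83e-22 and 1.96e-08, camera). At 1 µM 71 of 101 genes were higher, 63 past the threshold by edgeR's quasi-likelihood test and 64 adjusted over the list alone. At 5 µM 66 were higher, 63 past the threshold and 63 adjusted over the list alone, while 35 fell past it. The change in the drug effect from day 1 to day 5, tested as an interaction, had a mean of 0.31 at 1 µM and 0.40 at 5 µM (adjusted p = 7.59e-39 and 1.40e-16, camera). In the DMSO libraries the list itself rose by 0.11 from day 1 to day 5 (adjusted p = 3.77e-18, camera). With the estimated correlation the adjusted p from camera at day 5 was 0.0243 at 1 µM and 0.145 at 5 µM, and without the paper's leading-edge genes it was 0.00213 and 0.0922.

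**Figure D2:**
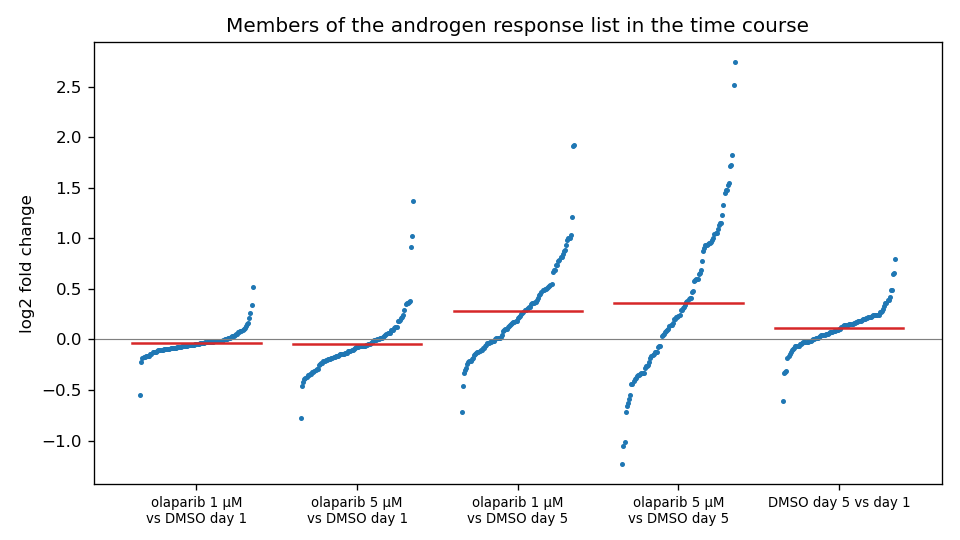
Log2 fold changes of the 101 androgen response genes in the time course (points, sorted within each comparison) with their mean (line). The comparisons are olaparib at 1 µM or 5 µM against DMSO of day 1 or day 5, and DMSO of day 5 against day 1. The means are -0.034 and -0.046 at day 1 and 0.28 and 0.36 at day 5.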

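At day 1 the log2 fold change of KLK3 against DMSO was -0.14 ± 0.022 at 1 µM and -0.29 ± 0.022 at 5 µM (SE, adjusted p = 4.22e-05 and 6.93e-11, edgeR's quasi-likelihood test). That of FKBP5 was -0.063 ± 0.018 at 1 µM and -0.095 ± 0.018 at 5 µM (adjusted p = 0.0115 and 2.85e-05, edgeR's quasi-likelihood test). TMPRSS2 went the other way, with 0.070 ± 0.028 at 1 µM and 0.19 ± 0.028 at 5 µM (adjusted p = 0.0815 and 2.83e-07, edgeR's quasi-likelihood test). The FKBP5 call at 1 µM was lost when DMSO replicate 1 or olaparib replicate 3 of day 1 was left out (adjusted p = 0.0777 and 0.112, edgeR's quasi-likelihood test). At day 5 these genes were higher than DMSO at both doses, by 0.49 and 0.46 for FKBP5, 0.26 and 0.59 for KLK3, and 1.01 and 1.71 for TMPRSS2 at 1 µM and 5 µM. In the direct comparison of 5 µM with 1 µM at day 5, chosen after the data were seen, KLK3 and TMPRSS2 were higher by 0.33 and 0.71 (adjusted p = 2.73e-12 and 1.05e-23, edgeR's quasi-likelihood test), and FKBP5 differed by -0.022 (adjusted p = 0.310, edgeR's quasi-likelihood test). CDKN1A rose by 1.87 and 3.71 at day 1 and by 2.46 and 4.15 at day 5.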

Looking at specific gene expression suggests there may additionally be a dependency on dosing in addition to time (Supplementary Materials Figure S4). These data suggest that while short-term PARP inhibition may decrease AR activity, long-term exposure, and possibly adaptation, promotes AR activity. This may indicate enhanced reliance on AR signaling and sensitivity to AR-pathway inhibition. It is possible that PARPi effects on cell cycle dynamics may alter AR-target gene expression, but we have found that 1 µM olaparib induces modest changes to cell cycle distribution in C4-2B cells. This novel hypothesis merits further investigation.

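Within olaparib-treated cells, the androgen response list rose from day 1 to day 5 by a mean log2 fold change of 0.43 at 1 µM and 0.52 at 5 µM, comparisons chosen after the data were seen. Single genes also had a drug effect that differed between the days, by 0.55 for FKBP5, 0.41 for KLK3 and 0.94 for TMPRSS2 at 1 µM (log2 scale, highest adjusted p = 1.83e-10, edgeR's quasi-likelihood test). From the fall of the set at day 1 and its rise at day 5, the paper proposes that short PARP inhibition lowers the androgen response while long exposure, possibly with adaptation, raises it.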

### 3.6. Co-Targeting ATM Rather than AR May Be a Superior Strategy in Combination with a PARPi in ARPi-Resistant Cells

While the mechanism underlying PARPi and ARPi combination efficacy remains unclear, we hypothesize that improved understanding of PARPi function may lead to the design of superior strategies. Previous data showed PARP inhibition increases yH2AX expression, indicative of DNA damage induction (Figure 2C) [37]. GSEA shows that both olaparib and talazoparib significantly increase p53 pathway expression in line with DNA damage response (DDR) activation (Figure 6A). 

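In the 5-day panel, 46 of the 50 p53 targets were higher with olaparib and 45 with talazoparib. By edgeR's quasi-likelihood test, 42 and 40 rose past the threshold, or 43 and 41 adjusted over the list alone. TRIM22 (ENSG00000132274.17, GRCh38 chromosome 11 from 5689610 to 5737089) rose by a log2 fold change of 2.45 ± 0.25 (SE) with olaparib and 2.21 ± 0.25 with talazoparib (adjusted p = 8.23e-10 and 1.11e-08, edgeR's quasi-likelihood test). PTCHD4 (ENSG00000244694.8, chromosome 6 from 47856673 to 48111197), with at most 3 counts in each DMSO library, was at least 6.72-fold higher with olaparib and at least 4.09-fold higher with talazoparib, and with PTCHD4 at that limit the median of the list was 0.44 and 0.43. The lists' calls also held with the correlation estimated from the data (adjusted p = 1.26e-05 and 2.14e-05, camera).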

Western blots for phosphorylation of p53 at Ser15 support GSEA data and activation of p53 signaling (Figure 6B). The DDR is regulated upstream by three members of the PI3K-related kinase family, namely, ATM, ATR, and DNA-PK [39]. Previous reports have shown that ATM may be activated by PARP inhibition and is capable of phosphorylating p53 at Ser15 [40,41,42]. Both olaparib and talazoparib treatment resulted in increased phosphorylation of ATM at Ser1981, suggesting activation (Figure 6B). We hypothesized that inhibition of ATM would impair cellular response to PARP inhibition and enhance PARPi anti-tumor effects. Combining the clinical-stage ATM inhibitor (ATMi) lartesertib with either olaparib or talazoparib significantly reduced C4-2B viability (Figure 6C). We also found that PARP inhibition resulted in increased ATM phosphorylation in ARPi-resistant cells (Figure 6D,E). Combination of lartesertib with either olaparib or talazoparib dramatically reduced the viability of both cell lines (Figure 6F,G). Excitingly, the combination of a PARPi with an ATMi outcompeted the ARPi-containing regimens in both ARPi-resistant cell lines. This suggests that in ARPi-resistant settings, an ATM inhibitor may be a superior choice in combination with a PARPi. Collectively, these data support additional studies to further define PARPi MOA and ATMi combinations.

## 4. Discussion

Combining PARPi and ARPi has demonstrated clinical efficacy in advanced prostate cancer, and ongoing clinical development seeks to provide benefit to more patients [1]. Still, important questions remain, as it is unclear where in the clinical paradigm these regimens will fare best and how these drug classes work in combination. Trials of patients with CRPC treated with ARPi and PARPi largely did not include patients previously treated with an ARPi. Whether combinations of PARPi with ARPi would provide benefit in the CRPC space, given the changed treatment paradigm of using ARPi in the castration-sensitive setting, is unclear. The presented data suggest that combination treatment may still be beneficial in patients who progress on an ARPi. A recent retrospective trial reported that patients progressing on abiraterone with DDR gene mutations had significantly longer progression-free and overall survival and higher PSA responses on a combination of abiraterone with olaparib versus olaparib alone [43]. Though the authors concede study limitations (retrospective nature, small sample size, and short follow-up) and the need for larger prospective trial confirmation, they note the findings imply synergy between these drug classes.

Whether synergy exists between PARPi and ARPi remains unclear. PROpel and TALAPRO-2 demonstrated benefit from combination treatment in biomarker-selected and unselected patients, supporting synergy [7,8]. However, MAGNITUDE did not show a benefit of niraparib with abiraterone in unselected patients, complicating the outlook [9]. Preclinical studies provide mixed results. Li et al. presented findings supporting synergy between enzalutamide and olaparib, while Asim et al. showed an apparent synergistic effect of bicalutamide and olaparib in the C4-2 xenograft model [14,15]. More recently, Illuzzi et al. showed generally higher synergy scores between enzalutamide and olaparib across various prostate cancer cell lines exhibiting moderate to high ARPi sensitivity [44]. In ARPi-resistant models, synergy scores were relatively diminished. These data support the currently presented findings, which suggest that underlying ARPi sensitivity is a factor in determining combination efficacy. Interestingly, Illuzzi et al. provide evidence to suggest that increasing PARPi sensitivity through ATM knockout also enhances combination effectiveness [44]. This is particularly interesting, as while trials have found biomarker-unselected patients may respond to combination treatment, stronger effects are seen in biomarker-positive cohorts [1]. Together, these data suggest that the efficacy of combining these drug classes may largely be driven by underlying individual sensitivity to either AR-pathway or PARP inhibition.

In contrast to the above studies, a recent report by Traphagen et al. showed that inhibition of AR not only fails to synergize with PARPi but may actually impair response to PARP inhibition in castration-sensitive LNCaP cells [16]. This study further suggests that reduced proliferation decreases PARPi efficacy. Thus, in tumor cells highly sensitive to AR-pathway inhibition, cells will slow growth and reduce response to PARP inhibition. We also tested combinations in castration-sensitive LNCaP cells. Combination treatment was more effective than monotherapy, but in line with Traphagen et al., LNCaP appeared more sensitive to ARPi compared to C4-2B and ARPi-resistant models, which blunted the overall observed combination effect (Supplementary Materials Figure S5). Regardless of whether combinations are synergistic or not, clinical evidence supports their efficacy in both castration-resistant and -sensitive settings, especially in those expected to exhibit strong PARPi responses based on biomarker selection. Traphagen et al. note that benefit may simply derive from targeting independent vulnerabilities [16]. A more complete understanding of the MOA of each drug alone and in combination may elucidate potential synergies and improve clinical utility.

Both Li et al. and Asim et al. put forth the hypothesis that AR-pathway inhibition reduces HRR gene expression and induces PARPi sensitivity [14,15]. However, the effect is inconsistent across cell lines in the Li et al. study. Illuzzi et al. present data that enzalutamide does not reduce HRR capacity, as demonstrated by assaying for RAD51 foci [44]. However, they note that the enzalutamide and olaparib combination increases DNA damage. Traphagen et al. do not find that AR-pathway inhibition reduces DNA repair gene expression in either LNCaP or 22Rv1 cells [16]. Current findings support that AR-pathway inhibition does not reduce HRR gene expression. Altogether, these studies suggest that if, in fact, AR-pathway inhibition affects DNA repair, it may be context-dependent and thus is unlikely to completely explain combination efficacy.

The present findings support a role for ARPi in inducing PARP activity, in line with data presented by Asim et al. [15]. However, abiraterone consistently outperformed enzalutamide, and the overall data were more modest in ARPi-resistant settings. More research is needed to determine the role of this effect. Previous reports also suggest PARPi may reduce AR transcriptional activity and thus may work with AR-pathway inhibition. Schiewer et al. demonstrated that PARP1 regulates AR chromatin occupancy and transcriptional output, while Gui et al. highlighted a specific role for PARP2 in mediating FOXA1-dependent AR activity [17,18]. Additionally, Traphagen et al. present data that support PARP inhibition modulates AR-regulated genes [16]. In contrast, Illuzzi et al. report that olaparib does not change AR-regulated gene expression [44]. The current study shows that the effect of PARP inhibition on AR may be time-dependent, with prolonged PARPi exposure resulting in increased AR activity. It is possible that PARPi-induced AR activity may enhance ARPi-sensitivity. Indeed, pre-treatment of C4-2B cells with olaparib increased enzalutamide sensitivity, which suggests potential synergy between these agents. This merits further investigation, as it may have significant clinical implications.

Altogether, preclinical and clinical findings support PARPi and ARPi combination utility, but suggest efficacy depends on underlying sensitivity to individual drugs, especially PARPi. Despite improved outcomes in biomarker-unselected groups, responses are greater for biomarker-positive patients [1]. Even in the AMPLITUDE trial, which recently demonstrated the efficacy of niraparib combined with abiraterone in castration-sensitive patients harboring HRR gene alterations, responses were best in the BRCA subgroup, and approval was granted only for BRCA2 mutations by the FDA [11]. These findings underscore the importance of improving understanding of PARP inhibition and what underlies PARPi efficacy. While certain biomarkers appear to predispose to PARP inhibition, it remains unclear how PARPi works. The prevailing thought is that PARPi induces replication stress and DNA damage, which requires HRR, but how PARPi induces replication stress is incompletely understood [2,3,4,5,45]. Interestingly, emerging evidence suggests the concept of BRCAness may not be reliant on impaired HRR, but rather on impaired replication gap suppression [46,47]. An improved understanding of PARPi MOA promises to improve our ability to use PARPi, which will enhance combination design.

This study does support that PARP inhibition induces DNA damage, resulting in ATM activation. Co-inhibition of ATM leads to an apparent synergistic reduction in cell viability and is shown to outcompete the efficacy of ARPi-containing combinations in ARPi-resistant models. These data have important implications. First, they support that improved treatments may be created through rational co-targeting of PARPi MOA. Secondly, they support the continued development of this strategy for patients who may derive benefit from a PARPi but who may respond poorly to AR-pathway inhibition. Recent studies have shown that PARP inhibition may be enhanced in combination with ATM inhibitors, and preclinical evidence suggests the combinations are safe [48,49].

## 5. Conclusions

This study addresses open questions and supports the ongoing development of PARPi and ARPi combinations for the treatment of prostate cancer. The presented work supports clinical findings that combinations may be beneficial even after progression on an ARPi but underscores the need to further define the MOA [43]. Current data do not support the hypotheses that ARPi reduces HRR capacity or that PARPi meaningfully reduces AR activity. Rather, data support a novel hypothesis that prolonged PARPi treatment may augment AR activity and sensitivity to AR-pathway inhibition. This hypothesis may highlight a previously unknown synergy between these agents and may help explain clinical findings. These data suggest that combination efficacy may depend on underlying PARPi sensitivity rather than the ability of an ARPi to sensitize to PARP inhibition. Future work should be directed at improving the understanding of PARPi sensitivity and how this influences the benefit from combination with an ARPi. Combined with previous and current findings suggesting that PARPi efficacy depends on cell proliferation, we propose that the development of PARPi lead-in strategies prior to ARPi administration may prove to be able to maximize combination effectiveness [16]. Lastly, this study suggests that targeting ATM in combination with a PARPi may be a viable alternative strategy to increase PARPi utility. Future work is needed to explore the translation of PARPi and ATMi combinations. Understanding possible increases in toxicity will be key to understanding the potential of this treatment.

## Figures and Tables

**Figure 1:**
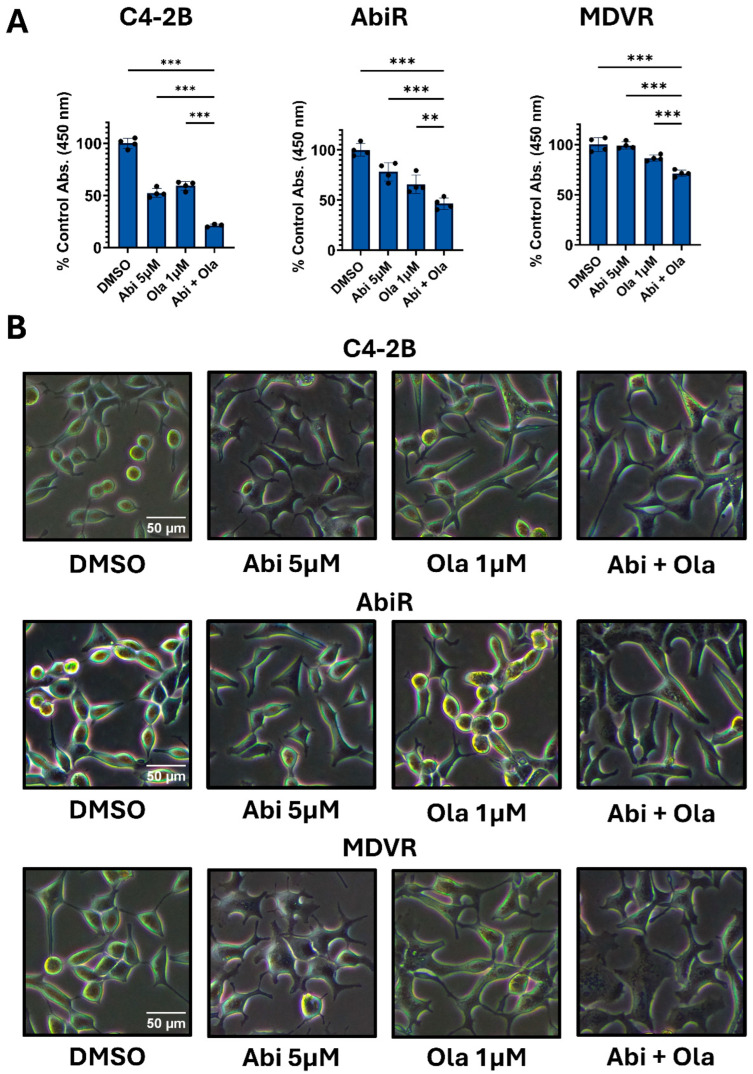
Abiraterone combined with olaparib is effective in ARPi-sensitive and -resistant prostate tumor cells. (**A**). C4-2B, AbiR, and MDVR cells were treated as indicated, and viability was determined after 5 days of continuous treatment via CCK-8. Data is presented as a % of control viability +/− standard deviation (n = 4 per condition, unless otherwise noted). Statistical analysis was performed using ordinary one-way ANOVA with Dunnett’s multiple comparisons test. Outliers were identified and removed using Grubbs’ test (α = 0.05) prior to analysis. One outlier was removed from the C4-2B Abi + Ola condition. ** = *p*-value ≤ 0.01, *** = *p*-value ≤ 0.001. Data are representative of three independent experiments. (**B**). Phase contrast microscopy was used to image the respective cell line models under the indicated treatments after 5 days. Scale bars were created using ImageJ.

**Figure 2:**
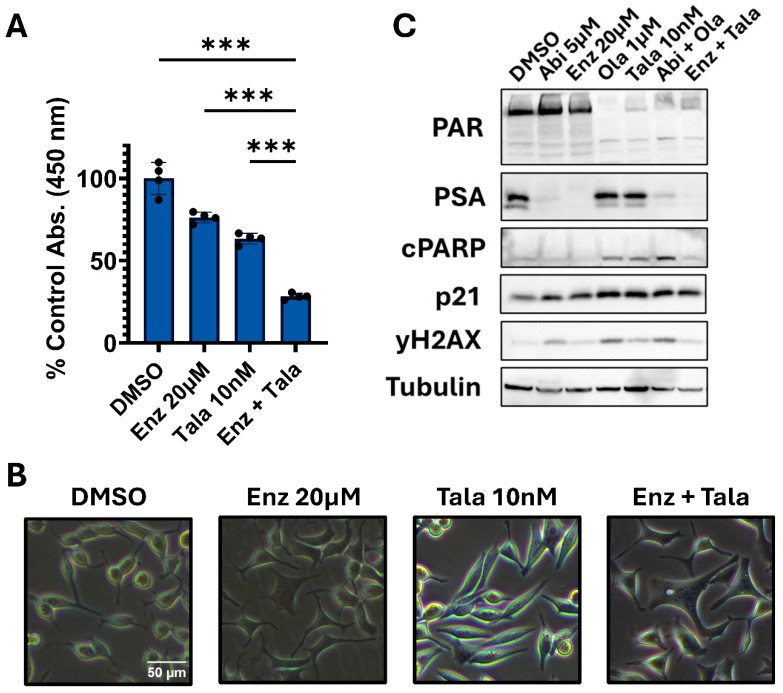
PARPi and ARPi combinations may not function as previously described. (**A**). C4-2B cells were treated as indicated, and viability was determined after 5 days of continuous treatment via CCK-8. Data is presented as a % of control viability +/− standard deviation (n = 4 per condition). Data were analyzed using ordinary one-way ANOVA with Dunnett’s multiple comparison test. No outliers were detected. *** = *p*-value ≤ 0.001. Data are representative of three independent experiments. (**B**). Phase-contrast microscopy was used to image C4-2B cells under the indicated treatments for 5 days. The scale bar was created using ImageJ. (**C**). C4-2B cells were treated as indicated for 5 days. Whole-cell lysates were prepared and assayed via Western blot to assess expression of the indicated markers. Western blots are representative of 3 independent experiments.

**Figure 3:**
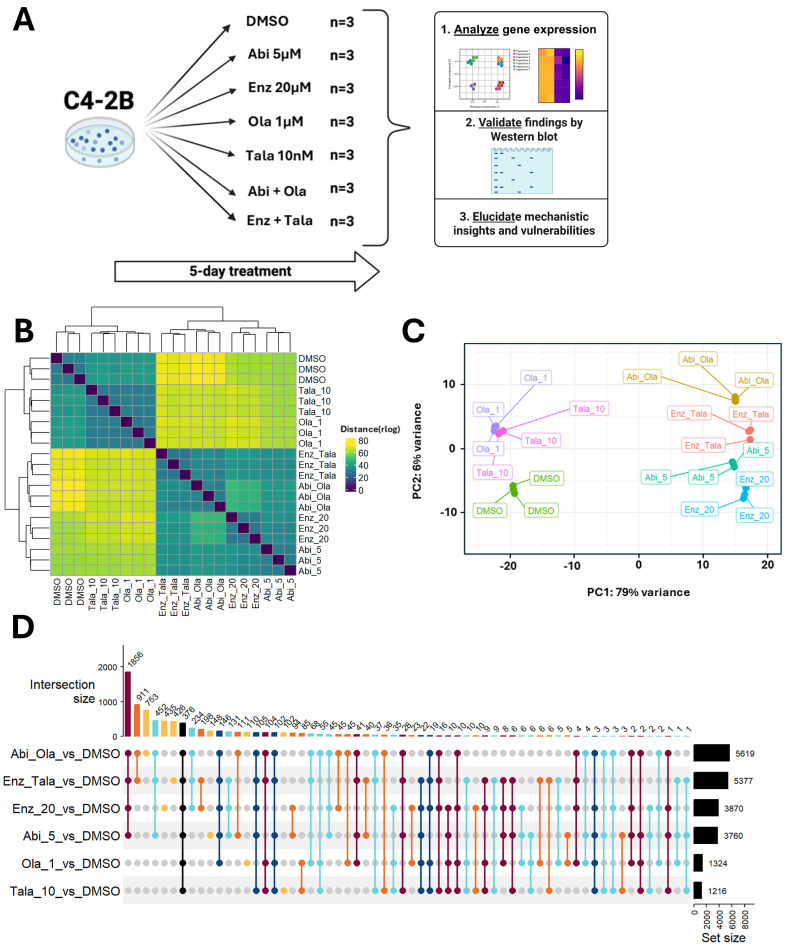
RNA-sequencing provides insight into the effects of single-agent and combination treatments. (**A**). Schematic detailing RNA-sequencing and experimental design. C4-2B cells were treated as indicated for 5 days, followed by RNA extraction, RNA-sequencing, and analysis. Created in BioRender. Hardy, M. (2026) https://BioRender.com/vuud55i (accessed 16 March 2026). (**B**). Euclidean distance plotting and (**C**). Principal component analysis (PCA) revealed treatment group transcriptomic differences. (**D**). An upset plot displays treatment group-specific and shared differentially expressed genes (DEG). The set size is defined as the total number of DEGs for a given treatment. Intersection size is the total number of unique DEGs in a given set of treatments, shown by different colored dots that connect treatment groups.

**Figure 4:**
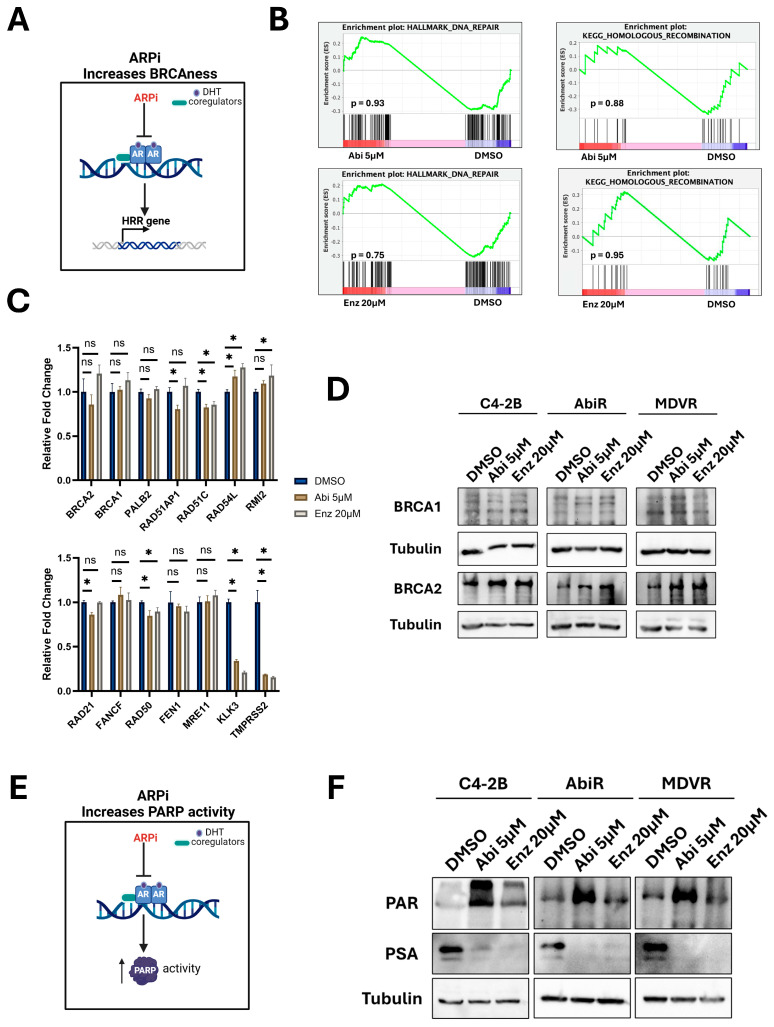
ARPi does not consistently down-regulate HRR genes but may positively induce PARP activity. (**A**). Schematic representation of a hypothesis stating that AR-pathway inhibition may down-regulate HRR gene expression, leading to “BRCAness.” Created in BioRender. Hardy, M. (2026) https://BioRender.com/vuud55i (accessed 16 March 2026). (**B**). GSEA interrogated hallmark DNA repair or KEGG homologous recombination gene sets in response to either abiraterone or enzalutamide. (**C**). Analysis of RNA-seq read counts (averages of groups normalized to DMSO) for the indicated HRR genes. KLK3 and TMPRSS2 serve as positive controls for abiraterone and enzalutamide treatment. Data were analyzed using ordinary one-way ANOVA with Dunnett’s multiple comparison test (n = 3). * = *p*-value ≤ 0.05, ns = not significant. (**D**). Western blots reveal the expression of BRCA1 or BRCA2 in response to abiraterone or enzalutamide in the indicated cell line models after 5 days of treatment. Tubulin served as a loading control. Western blots are representative of 3 independent experiments. (**E**). Schematic representation of a hypothesis stating that ARPi may induce PARP activity, which could increase PARPi sensitivity. Created in BioRender. Hardy, M. (2026) https://BioRender.com/vuud55i (accessed 16 March 2026). (**F**). Western blots reveal PAR levels and PSA expression in response to abiraterone or enzalutamide in the indicated cell line models after 5 days of treatment. Tubulin served as a loading control. Western blots are representative of 3 independent experiments.

**Figure 5:**
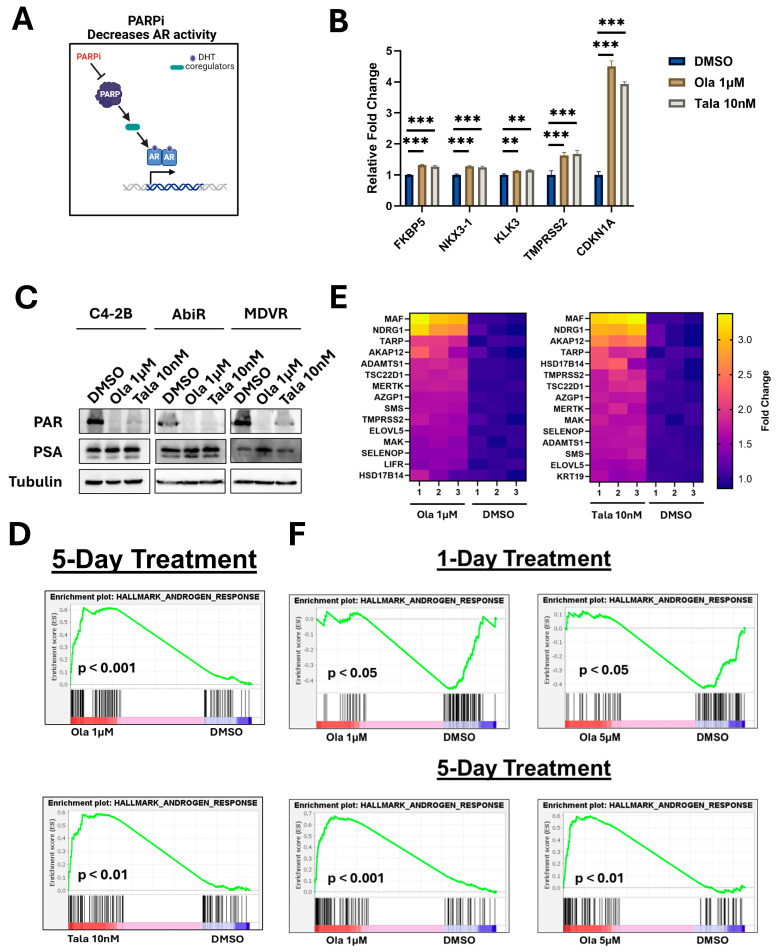
Prolonged exposure to PARP inhibition enhances AR-regulated gene expression. (**A**). Schematic representation of a hypothesis stating that PARP inhibition may reduce AR transcriptional output through regulation of AR co-regulators. Created in BioRender. Hardy, M. (2026) https://BioRender.com/vuud55i (accessed 16 March 2026). (**B**). Analysis of RNA-seq read counts (averages of groups normalized to DMSO) for the indicated AR-target genes. CDKN1A (p21) served as a positive control for olaparib and talazoparib. Data were analyzed using ordinary one-way ANOVA with Dunnett’s multiple comparison test (n = 3). ** = *p*-value ≤ 0.01, *** = *p*-value ≤ 0.001. (**C**). Western blots reveal PAR levels and PSA expression in response to olaparib or talazoparib in the indicated cell line models after 5 days of treatment. Tubulin served as a loading control. Western blots are representative of 3 independent experiments. (**D**). GSEA interrogated the hallmark androgen response gene set in response to either olaparib or talazoparib. (**E**). Heatmaps display GSEA hallmark androgen response genes at the leading edge in response to olaparib or talazoparib, indicating genes most upregulated by treatment. (**F**). GSEA interrogated the hallmark androgen response gene set in response to either 1 μM or 5 μM olaparib for either 1 or 5 days in C4-2B cells.

**Figure 6:**
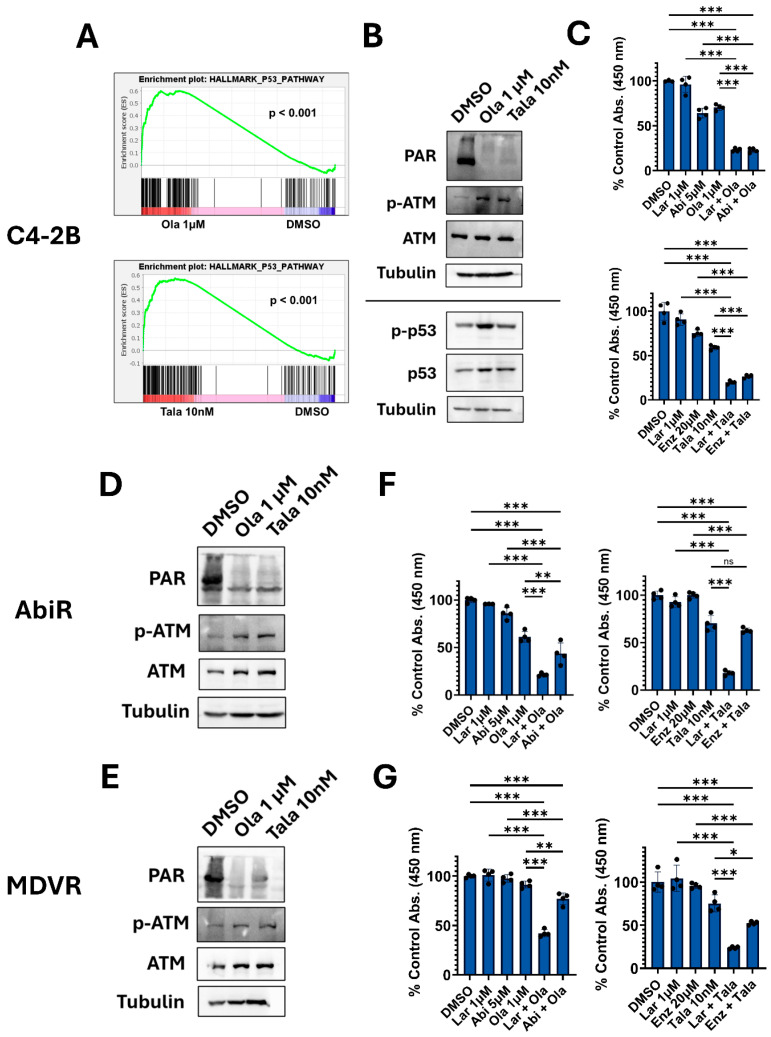
ATM inhibition significantly reduces prostate tumor cell viability in combination with a PARPi. (**A**). GSEA interrogated the hallmark p53 pathway gene set in response to either olaparib or talazoparib. (**B**). Western blots reveal the expression of indicated proteins in response to olaparib or talazoparib in C4-2B cells after 5 days of treatment. Tubulin served as a loading control. (**C**). Viability assays tested the response to indicated 5-day treatments in C4-2B cells via CCK-8. Data are presented as a % of control viability +/− standard deviation. (n = 4 per condition, unless otherwise noted). (**D**,**E**). Western blots reveal the expression of indicated proteins in response to olaparib or talazoparib in indicated cell line models after 5 days of treatment. Tubulin served as a loading control. (**F**,**G**). Viability assays tested the response to indicated 5-day treatments in indicated cell lines via CCK-8. Data is presented as a % of control viability +/− standard deviation (n = 4 per condition, unless otherwise noted). Data for panels (**C**,**F**,**G**) were analyzed using ordinary one-way ANOVA with Sidak’s multiple comparison test. Outliers were identified and removed using Grubbs’ test (α = 0.05) prior to analysis. Outliers were removed for the C4-2B panel C DMSO treatment (top graph) and AbiR panel F Lar 1 µM treatment (left graph). * = *p*-value ≤ 0.05, ** = *p*-value ≤ 0.01, *** = *p*-value ≤ 0.001, ns = not significant. Cell viability assays and western blots are all representative of three independent experiments.

## Data Availability

The original contributions presented in this study are included in the article/Supplementary Material. Further inquiries regarding raw data supporting this study can be directed to the corresponding author, and data are available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines14050949/s1, Figure S1: Hallmark gene set enrichment analysis (GSEA). Hallmark gene sets were investigated by GSEA in samples by groups; ARPi = abiraterone and enzalutamide, PARPi = olaparib and talazoparib, combination = abiraterone + olaparib and enzalutamide + talazoparib. Displayed are gene sets which are both significantly (*p* < 0.05) and either commonly up- or downregulated by group. Figure S2: KEGG gene set enrichment analysis (GSEA). KEGG gene sets were investigated by GSEA in samples by groups; ARPi = abiraterone and enzalutamide, PARPi = olaparib and talazoparib, combination = abiraterone + olaparib and enzalutamide + talazoparib. Displayed are gene sets which are both significantly (*p* < 0.05) and either commonly up- or downregulated by group. Figure S3: Insights into hypothesis that PARP inhibition augments AR transcriptional activity. (A). Heatmaps display GSEA hallmark androgen response genes at the leading edge in response to abiraterone or enzalutamide indicating genes most downregulated by treatment in C4-2B cells. (B). C4-2B cells were pre-treated with olaparib (5 µM) for 9 days and subsequently re-plated and tested for enzalutamide sensitivity compared to parental C4-2B cells. Viability was determined after 5-days of enzalutamide treatment via CCK-8. Data is presented as a % of control viability +/− standard deviation (n = 4 per condition). Data was analyzed using unpaired two-tailed *t*-test. *** = *p*-value ≤ 0.001. Data is representative of three independent experiments. Figure S4: Assessing impact of olaparib treatment duration and intensity on AR-target gene expression. C4-2B cells were treated with either 1 μM or 5 μM olaparib for (A). 1 or (B). 5 days. Analysis of RNA-seq read counts (averages of groups normalized to DMSO) for indicated AR-target genes is displayed. CDKN1A (p21) served as a positive control for olaparib treatment. Data is presented as a % of control viability +/− standard deviation (n = 3). Data was analyzed using ordinary one-way ANOVA followed by Dunnett’s multiple comparison, * = *p*-value ≤ 0.05, ** = *p*-value ≤ 0.01, *** = *p*-value ≤ 0.001, ns = not significant. Figure S5: PARPi and ARPi combination efficacy testing in LNCaP cells. Viability assays tested response to indicated 5-day treatments in LNCaP cells via CCK-8. Data is presented as a % of control viability +/− standard deviation (n = 4, unless otherwise indicated). Data was analyzed using ordinary one-way ANOVA followed by Dunnett’s multiple comparison test. Outliers were identified and removed via Grubb’s test (α = 0.05). One outlier was removed from the LNCaP Enz 20 µM condition (right graph). * = *p*-value ≤ 0.05, *** = *p*-value ≤ 0.001, ns = not significant. Data is representative of three independent experiments.

# Supplementary material for: Characterizing Response to PARP Inhibitor Treatment Combinations in Advanced Prostate Cancer
**Source:** Biomedicines. 2026 Apr 22;14(5):949. doi: 10.3390/biomedicines14050949
**Supplement:** Supplementary file 1

| <b>HALLMARK Positively Enriched in both Abiraterone and Enzalutamide</b> |
|--------------------------------------------------------------------------|
| HALLMARK_INTERFERON_ALPHA_RESPONSE                                       |
| HALLMARK_INTERFERON_GAMMA_RESPONSE                                       |
| HALLMARK_WNT_BETA_CATENIN_SIGNALING                                      |
| HALLMARK_APOPTOSIS                                                       |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION                               |
| HALLMARK_KRAS_SIGNALING_DN                                               |
| HALLMARK_MYOGENESIS                                                      |

| <b>HALLMARK Negatively Enriched in both Abiraterone and Enzalutamide</b> |
|--------------------------------------------------------------------------|
| HALLMARK_ANDROGEN_RESPONSE                                               |
| HALLMARK_MYC_TARGETS_V1                                                  |
| HALLMARK_MYC_TARGETS_V2                                                  |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION                                       |
| HALLMARK_MTORC1_SIGNALING                                                |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE                                       |
| HALLMARK_E2F_TARGETS                                                     |

| <b>HALLMARK Positively Enriched in both Olaparib and Talazoparib</b> |
|----------------------------------------------------------------------|
| HALLMARK_P53_PATHWAY                                                 |
| HALLMARK_ANDROGEN_RESPONSE                                           |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION                           |
| HALLMARK_HYPOXIA                                                     |
| HALLMARK_TNFA_SIGNALING_VIA_NFKB                                     |
| HALLMARK_FATTY_ACID_METABOLISM                                       |
| HALLMARK_INTERFERON_ALPHA_RESPONSE                                   |
| HALLMARK_INTERFERON_GAMMA_RESPONSE                                   |
| HALLMARK_APOPTOSIS                                                   |
| HALLMARK_MYOGENESIS                                                  |
| HALLMARK_BILE_ACID_METABOLISM                                        |
| HALLMARK_COAGULATION                                                 |

| <b>HALLMARK Negatively Enriched in both Olaparib and Talazoparib</b> |
|----------------------------------------------------------------------|
| HALLMARK_E2F_TARGETS                                                 |
| HALLMARK_G2M_CHECKPOINT                                              |
| HALLMARK_MYC_TARGETS_V1                                              |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE                                   |
| HALLMARK_MITOTIC_SPINDLE                                             |

| <b>HALLMARK Positively Enriched in both Abi+Ola and Enz+Tala</b> |
|------------------------------------------------------------------|
| HALLMARK_INTERFERON_ALPHA_RESPONSE                               |
| HALLMARK_INTERFERON_GAMMA_RESPONSE                               |
| HALLMARK_P53_PATHWAY                                             |
| HALLMARK_APOPTOSIS                                               |
| HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION                       |
| HALLMARK_KRAS_SIGNALING_DN                                       |
| HALLMARK_MYOGENESIS                                              |
| HALLMARK_APICAL_JUNCTION                                         |

| <b>HALLMARK Negatively Enriched in both Abi+Ola and Enz+Tala</b> |
|------------------------------------------------------------------|
| HALLMARK_ANDROGEN_RESPONSE                                       |
| HALLMARK_MYC_TARGETS_V1                                          |
| HALLMARK_MYC_TARGETS_V2                                          |
| HALLMARK_E2F_TARGETS                                             |
| HALLMARK_G2M_CHECKPOINT                                          |
| HALLMARK_UNFOLDED_PROTEIN_RESPONSE                               |
| HALLMARK_MTORC1_SIGNALING                                        |
| HALLMARK_OXIDATIVE_PHOSPHORYLATION                               |

**Supplemental Figure S1: Hallmark gene set enrichment analysis (GSEA).** Hallmark gene sets were investigated by GSEA in samples by groups; ARPi = abiraterone and enzalutamide, PARPi = olaparib and talazoparib, combination = abiraterone + olaparib and enzalutamide + talazoparib. Displayed are gene sets which are both significantly ( $p < 0.05$ ) and either commonly up- or downregulated by group.

| KEGG Positively Enriched in both Abiraterone and Enzalutamide | KEGG Negatively Enriched in both Abiraterone and Enzalutamide |
|---------------------------------------------------------------|---------------------------------------------------------------|
| KEGG_TASTE_TRANSDUCTION                                       | KEGG_AMINO_SUGAR_AND_NUCLEOTIDE_SUGAR_METABOLISM              |
| KEGG_AXON_GUIDANCE                                            | KEGG_AMINOACYL_TRNA_BIOSYNTHESIS                              |
| KEGG_CELL_ADHESION_MOLECULES_CAMS                             | KEGG_PROTEIN_EXPORT                                           |
| KEGG_WNT_SIGNALING_PATHWAY                                    | KEGG_FRUCTOSE_AND_MANNOSE_METABOLISM                          |
| KEGG_ERBB_SIGNALING_PATHWAY                                   | KEGG_SPLICEOSOME                                              |
| KEGG_BASAL_CELL_CARCINOMA                                     | KEGG_TYROSINE_METABOLISM                                      |
| KEGG_CHEMOKINE_SIGNALING_PATHWAY                              |                                                               |
| KEGG_MELANOGENESIS                                            |                                                               |
| KEGG_GNRH_SIGNALING_PATHWAY                                   |                                                               |
| KEGG_GLYCOSPHINGOLIPID_BIOSYNTHESIS_GANGLIOSERIES             |                                                               |
| KEGG_T_CELL_RECEPTOR_SIGNALING_PATHWAY                        |                                                               |
| KEGG_THYROID_CANCER                                           |                                                               |
|                                                               |                                                               |
| KEGG Positively Enriched in both Olaparib and Talazoparib     | KEGG Negatively Enriched in both Olaparib and Talazoparib     |
| KEGG_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450             | KEGG_DNA_REPLICATION                                          |
| KEGG_DRUG_METABOLISM_CYTOCHROME_P450                          | KEGG_SPLICEOSOME                                              |
| KEGG_FATTY_ACID_METABOLISM                                    | KEGG_CELL_CYCLE                                               |
| KEGG_LINOLEIC_ACID_METABOLISM                                 |                                                               |
| KEGG_ARACHIDONIC_ACID_METABOLISM                              |                                                               |
| KEGG_ARGININE_AND_PROLINE_METABOLISM                          |                                                               |
| KEGG_BUTANOATE_METABOLISM                                     |                                                               |
| KEGG_STEROID_HORMONE_BIOSYNTHESIS                             |                                                               |
| KEGG_LYSOSOME                                                 |                                                               |
| KEGG_P53_SIGNALING_PATHWAY                                    |                                                               |
| KEGG_CHEMOKINE_SIGNALING_PATHWAY                              |                                                               |
| KEGG_FC_GAMMA_R_MEDIATED_PHAGOCYTOSIS                         |                                                               |
|                                                               |                                                               |
| KEGG Positively Enriched in both Abi+Ola and Enz+Tala         | KEGG Negatively Enriched in both Abi+Ola and Enz+Tala         |
| KEGG_TASTE_TRANSDUCTION                                       | KEGG_AMINOACYL_TRNA_BIOSYNTHESIS                              |
| KEGG_AXON_GUIDANCE                                            | KEGG_SPLICEOSOME                                              |
| KEGG_CELL_ADHESION_MOLECULES_CAMS                             | KEGG_PROTEIN_EXPORT                                           |
| KEGG_GRAFT_VERSUS_HOST_DISEASE                                | KEGG_AMINO_SUGAR_AND_NUCLEOTIDE_SUGAR_METABOLISM              |
| KEGG_LEUKOCYTE_TRANSENDOTHELIAL_MIGRATION                     | KEGG_PROTEASOME                                               |
| KEGG_FOCAL_ADHESION                                           | KEGG_DNA_REPLICATION                                          |
| KEGG_ECM_RECEPTOR_INTERACTION                                 | KEGG_FRUCTOSE_AND_MANNOSE_METABOLISM                          |
| KEGG_NATURAL_KILLER_CELL_MEDIATED_CYTOTOXICITY                | KEGG_CITRATE_CYCLE (TCA cycle)                                |
| KEGG_ERBB_SIGNALING_PATHWAY                                   | KEGG_CELL_CYCLE                                               |
| KEGG_P53_SIGNALING_PATHWAY                                    |                                                               |
| KEGG_LEISHMANIA_INFECTION                                     |                                                               |
| KEGG_T_CELL_RECEPTOR_SIGNALING_PATHWAY                        |                                                               |
| KEGG_FC_GAMMA_R_MEDIATED_PHAGOCYTOSIS                         |                                                               |

**Supplemental Figure S2: KEGG gene set enrichment analysis (GSEA).** KEGG gene sets were investigated by GSEA in samples by groups; ARPi = abiraterone and enzalutamide, PARPi = olaparib and talazoparib, combination = abiraterone + olaparib and enzalutamide + talazoparib. Displayed are gene sets which are both significantly ( $p < 0.05$ ) and either commonly up- or downregulated by group.

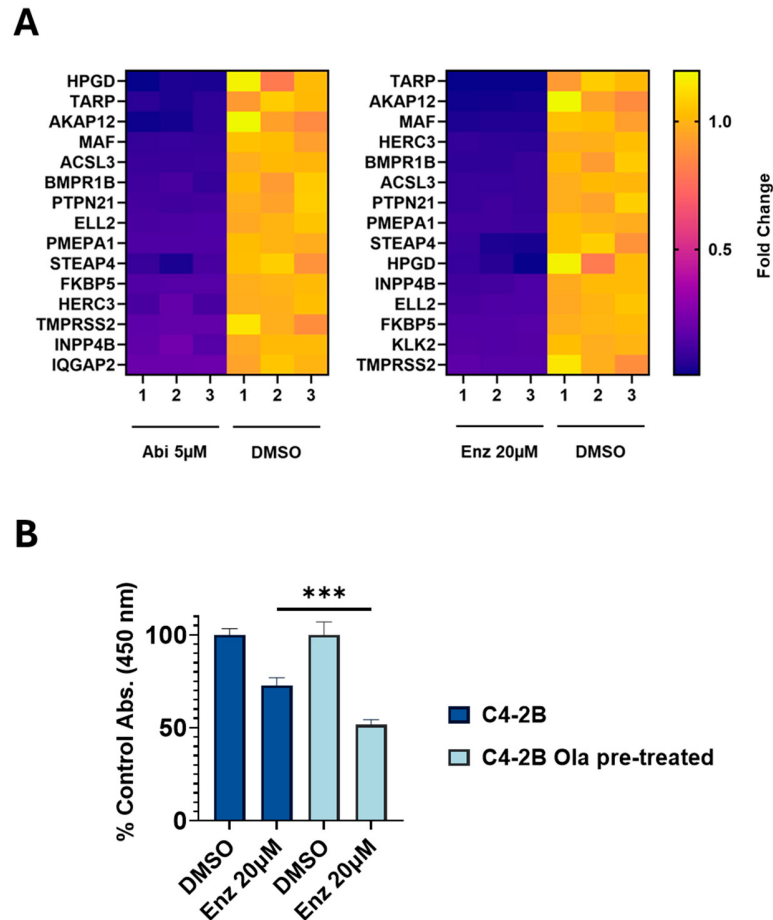

**Supplemental Figure S3: Insights into hypothesis that PARP inhibition augments AR transcriptional activity. A.** Heatmaps display GSEA hallmark androgen response genes at the leading edge in response to abiraterone or enzalutamide indicating genes most downregulated by treatment in C4-2B cells. **B.** C4-2B cells were pre-treated with olaparib (5µM) for 9 days and subsequently re-plated and tested for enzalutamide sensitivity compared to parental C4-2B cells. Viability was determined after 5-days of enzalutamide treatment via CCK-8. Data is presented as a % of control viability +/- standard deviation (n=4 per condition). Data was analyzed using unpaired two-tailed t-test. \*\*\* = p-value ≤ 0.001. Data is representative of three independent experiments.

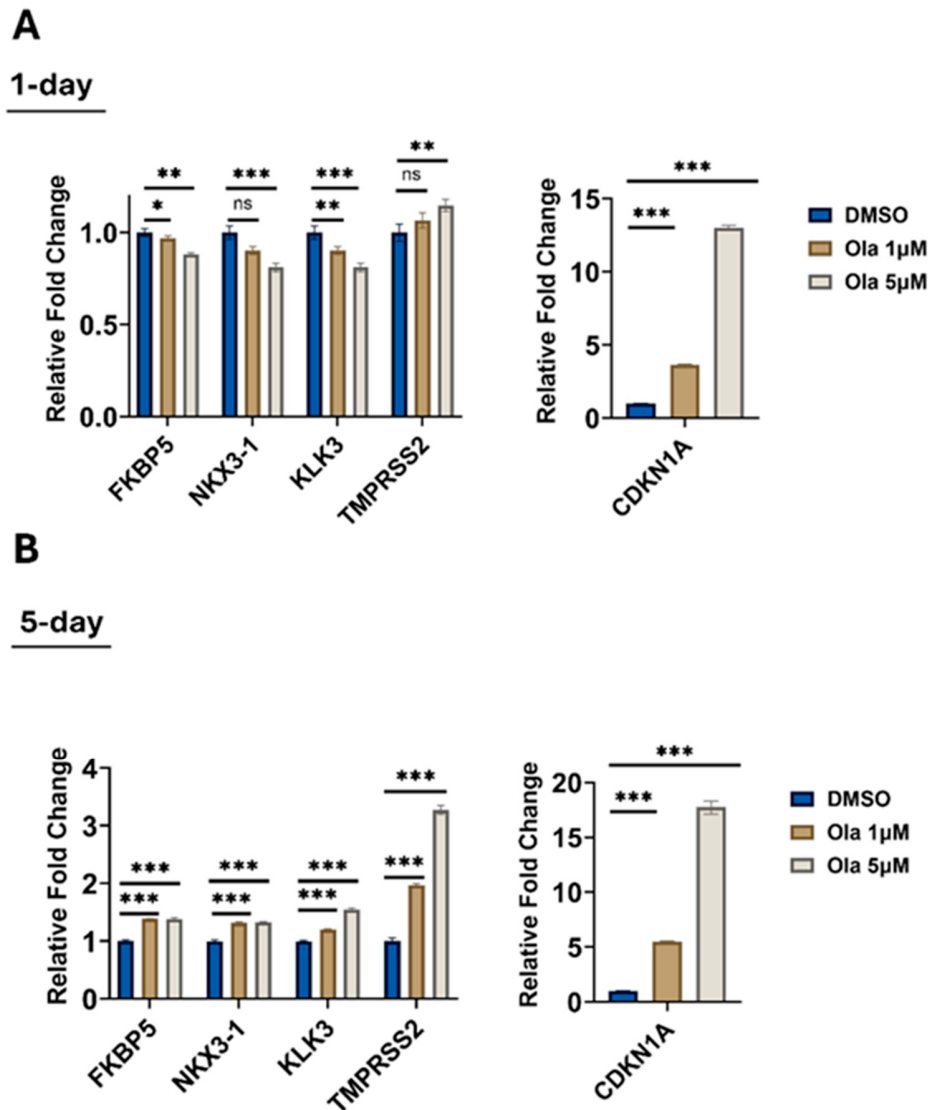

**Supplemental Figure S4: Assessing impact of olaparib treatment duration and intensity on AR-target gene expression.** C4-2B cells were treated with either 1µM or 5µM olaparib for **A**. 1 or **B**. 5 days. Analysis of RNA-seq read counts (averages of groups normalized to DMSO) for indicated AR-target genes is displayed. CDKN1A (p21) served as a positive control for olaparib treatment. Data is presented as a % of control viability +/- standard deviation (n=3). Data was analyzed using ordinary one-way ANOVA followed by Dunnett's multiple comparison, \* = p-value ≤ 0.05, \*\* = p-value ≤ 0.01, \*\*\* = p-value ≤ 0.001, ns = not significant.

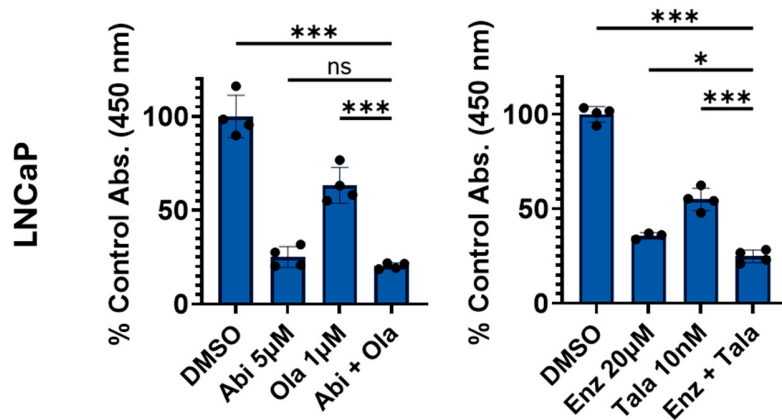

**Supplemental Figure S5: PARPi and ARPi combination efficacy testing in LNCaP cells.** Viability assays tested response to indicated 5-day treatments in LNCaP cells via CCK-8. Data is presented as a % of control viability +/- standard deviation (n=4, unless otherwise indicated). Data was analyzed using ordinary one-way ANOVA followed by Dunnett's multiple comparison test. Outliers were identified and removed via Grubb's test ( $\alpha=0.05$ ). One outlier was removed from the LNCaP Enz 20μM condition (right graph). \* = p-value ≤ 0.05, \*\*\* = p-value ≤ 0.001, ns = not significant. Data is representative of three independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

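RNA was measured in C4-2B cells in 2 experiments with 39 libraries, a panel of 7 treatments after 5 days (21 libraries) and a time course of olaparib and DMSO at days 1 and 5 (18 libraries), with 3 replicates per group. The authors trimmed the paired reads, aligned them to GRCh38 with STAR, and estimated counts per gene with Salmon on a GENCODE annotation. The authors deposited these estimated counts per gene as whole numbers without normalization, and the rounding is not described. The table holds 63187 genes, of which 62666 IDs were paired with a symbol and 521, with 0.120% of all counts, were not, and 22472 had no count in any library. Symbols, coordinates, GC content and transcript lengths came from an earlier GENCODE release than the authors used. Gene copies that share reads were counted by Salmon's assignment, and their values are uncertain.

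From the counts, log2 fold changes and their standard errors, counts scaled by library size (CPM) and p-values were computed with edgeR 4.0.16 in R 4.3.3: TMM scaling, filtering by group with filterByExpr, dispersions estimated robustly, and quasi-likelihood tests with Benjamini-Hochberg adjustment over the genes tested (18625 in the panel, 18502 in the time course). All groups of an experiment entered one fit and shared one estimate of the spread, without covariates. A gene was past the threshold at an adjusted p under 0.05. Each treatment was compared with DMSO of the same experiment and day, and interactions tested whether a combination departs from the sum of its drugs and whether an olaparib effect differs between days. Levels of single genes are TMM-scaled CPM relative to the mean of DMSO. A log2 fold change against libraries that all hold at most 3 counts is given only as a limit computed at 3 counts. Genes named are those in the paper's text, Fig. 4C, 5B and 5E and Supplementary Fig. S3A and, for each panel comparison, the 3 with the largest rise and the 3 with the largest fall past the threshold with a mean of at least 100 counts in the higher group. The named members of lists, other than those, are the 3 with the largest change.

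Gene lists were tested with camera of limma 3.58.1 (inter-gene correlation 0.01), adjusted by Benjamini-Hochberg over 210 tests, and with preranked GSEA (fgsea 1.28.0) as an alternative. Lists of androgen response, p53 target, homologous recombination, interferon, unfolded protein, MYC, Wnt and fatty acid oxidation genes were written from general knowledge, and oxidative phosphorylation, extracellular matrix, MHC and aminoacyl-tRNA synthetase genes were taken by rules on symbols. S phase and G2/M genes came from Seurat 5.3.0. These lists are not the hallmark and KEGG sets, which were not used here.

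Principal components, Euclidean distances and clusters were computed on variance-stabilized values from DESeq2 1.42.0. The scripts were tested on simulated counts of 17627 genes, where edgeR called 190 of 200 changed genes (95%) and 8 unchanged ones, and none where no gene was changed. The mean absolute error of the log2 fold change was 0.0789, and DESeq2's Wald test called 191 changed and 15 unchanged genes. In the self-test an interaction with 200 changed genes had 187 called. The alternatives were other scalings (RLE, total count), other filters on low counts, DESeq2's Wald test with a local fit, fits of only the groups compared, thresholds on the fold change, a replicate block, estimated inter-gene correlation, other transformations, and leaving out each library in turn. Western blots, viability and other assays were not analysed here, and results that need items withheld for evaluation are not reported here.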

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

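Tests of fewer cells in S phase, of a rise that ARPi hold back, of low counts under an ARPi, of the homologous recombination list by cell cycle and library size, of the DMSO change over time, of counts simulated without an interaction, and of other splits of the libraries were chosen only after the results were seen.

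The effect of olaparib on the androgen response list differed between days 1 and 5, with a mean interaction of 0.31 at 1 µM and 0.40 at 5 µM, higher in 81 and 73 of 101 genes (adjusted p = 7.59e-39 and 1.40e-16, camera). Among genes, 5510 at 1 µM and 10156 at 5 µM had an interaction past the threshold. Of 100 regroupings, the real one included, 2 gave as many genes at 1 µM and 1 at 5 µM, and 1 and 2 gave an androgen response result as large, but these regroupings put libraries of different drugs and days in one group, so the numbers do not bear on chance. In 20 sets of counts simulated with the effects of drug and day and no interaction, the highest number of genes was 3 at 1 µM and 3 at 5 µM and the highest mean of the list 0.026 and 0.020, which is against chance differences between libraries as far as the fitted spread describes them. The simulated genes vary independently, and with the correlation estimated from the data the adjusted p (camera) of the list was 0.00431 and 0.0406, with ranges over all alternatives of 2.07e-43 to 0.00431 and 8.94e-19 to 0.0406. In DMSO, which the paper does not compare between days, the list rose by 0.11 from day 1 to day 5 (73 of 101 genes higher), which is against a falling control as the cause of the reversal, since the olaparib-treated cells rose further. A rise of the list in time-course libraries that share none with the panel, 0.28 at 1 µM and day 5, is against chance values of the shared DMSO libraries. Fewer cycling cells and fewer cells in S phase cannot be told apart from the drug effect, because no comparison has a fall of S phase genes at day 1 as large as at day 5. G2/M genes had already fallen at day 1 of 5 µM olaparib, with a mean of -0.70 (53 of 54 genes lower, 1 of the 10 splits as large), where the androgen response list was not higher, but S phase genes had a mean of -0.046 there (adjusted p = 0.307, camera) and of only -0.092 at 1 µM, against -0.46 at day 5 of 1 µM. In DMSO the list rose from day 1 to day 5 as S phase and G2/M genes fell, by 0.086 and 0.18.

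A difference in library size is argued against, since with total-count scaling the adjusted p (camera) of the list was 4.29e-11 with olaparib and 4.25e-07 with talazoparib in the panel, and 8.94e-21 and 8.66e-07 at 1 µM and 5 µM in the time course at day 5. After removal of the trend on GC content and length the means were 0.19, 0.13, 0.25 and 0.36 in the same order. A general reversal of the ARPi effect would lower genes that both ARPi induce, but those rose by 0.42 at 1 µM and 0.87 at 5 µM. Genes outside the list that both ARPi repress had a mean of 0.38 at 1 µM and 0.24 at 5 µM (adjusted p = 1.18e-07 and 0.0950, camera), a rise that such a reversal needs and that passed the threshold at 1 µM only, so the test excludes it only as the whole cause. Without the paper's leading-edge genes the adjusted p (camera) stayed under 0.05 for olaparib in the panel (0.0163) and at 1 µM (0.00213), but not for talazoparib (0.238) or at 5 µM (0.0922). Without these 28 genes the mean was 0.028 with talazoparib and 0.11 at 5 µM, against 0.16 and 0.36 for the full list. The 28 hold those the study chose for their rise in the panel libraries. The loss of the talazoparib call therefore does not show that a few genes carry the rise. That reason does not cover 5 µM, whose libraries are separate, and there the 28 genes held much of the rise. Past the threshold, 49 of 101 members rose with talazoparib and 63 at 5 µM, while 16 and 35 fell. A biological effect of time, dose and drug stays open as a hypothesis found on the same data.

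The list departed from the sum of both drugs in the combinations, with a mean interaction of -0.14 for abiraterone and olaparib and -0.11 for enzalutamide and talazoparib, below 0 in 74 and 73 of 101 genes. Among genes, 2386 and 2346 had such an interaction. Of 100 regroupings, 13 and 14 gave as many genes and 54 and 58 gave an androgen response result as large, but these regroupings put libraries of different drugs in one group, so by construction drug effects give such results and the numbers do not bear on chance. In 20 sets of counts simulated with the effect of each drug and no interaction, the highest number of genes was 2 and 2 and the lowest mean of the list -0.034 and -0.040, which is against chance differences between libraries as far as the fitted spread describes them. The simulated genes vary independently, and with the correlation estimated from the data the adjusted p (camera) of the list was 0.00206 and 0.0243, with ranges over all alternatives of 2.93e-17 to 0.00206 and 4.02e-09 to 0.0243. Members that rose in the time course had -0.20 and -0.18, as a rise that ARPi hold back predicts. Low counts under an ARPi are argued against by members with at least 500 counts, which had -0.14 and -0.095.

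The homologous recombination list, which the paper reports for ARPi, had a mean of -0.17 with olaparib, -0.20 with talazoparib and -0.999 with 5 µM olaparib at day 5, lower in 23, 21 and 24 of 27 genes, and 2, 1 and 1 of the 10 splits gave a result as large, a number that cannot fall under 1 of 10. Its mean interaction of 5 µM olaparib and day was -1.05 and that of the S phase list -1.80. GC content and length are argued against, since the means after removal of the trend were -0.21 (olaparib), -0.25 (talazoparib), -0.31 (1 µM, day 5) and -1.02 (5 µM, day 5). Library size is argued against by the adjusted p (camera) with total-count scaling, 3.90e-05, 9.11e-07, 8.82e-09 and 7.96e-16 in the same order. Fewer cycling cells and fewer cells in S phase cannot be told apart from the drug effect here either, because at day 1 of 5 µM olaparib, where the list had a mean of 0.054 and G2/M genes had fallen, S phase genes had a mean of only -0.046 (adjusted p = 0.307, camera), while at day 5 the list fell together with S phase and G2/M genes, which had -0.46 and -0.53 at 1 µM and -1.85 and -2.35 at 5 µM.

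In DMSO, 4536 genes differed between days 1 and 5, and 1 of the 10 splits gave as many. Of these, 3979 were also called with total-count scaling, which is against a difference in library size as the cause of most calls, but the balance of directions depends on the scaling, with 2055 higher and 2481 lower against 2620 and 1924 with total-count scaling. Separate harvests or library preparation of the days cannot be told apart from time (4536 genes), since each day has its own libraries. Denser, slower growing cultures at day 5 may contribute, since the G2/M list fell, with a mean of -0.18.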

How the results depend on the processing

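The comparisons of the combinations with their single agents, of olaparib at day 5 with day 1 and of 5 µM with 1 µM were added after the data were seen, and the other alternatives and tests in this part were set before the data were examined. Results were 15 counts of genes past the threshold, 101 tests of gene lists, 98 genes and 9 other values. Over all alternatives, replicates left out included, 51 of the 101 list results and 77 of the 98 gene results kept their direction and their side of the threshold, while each of the 15 counts moved by over 1.5 times when a fold change was also required. RLE size factors in place of TMM left 15 of 15 counts within 1.5 times and changed no list result, and 1 of 98 gene results changed. DESeq2's Wald test left 15 of 15 counts within 1.5 times, and 2 of 98 gene results changed.

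Counts of genes with an absolute log2 fold change of at least 0.58 and of at least 1, in this order, were 3403 and 1959 for abiraterone, 3553 and 2059 for enzalutamide, 1174 and 502 for olaparib, 1080 and 463 for talazoparib, 4954 and 2692 for abiraterone plus olaparib, 4718 and 2593 for enzalutamide plus talazoparib, 326 and 136 for the interaction of abiraterone and olaparib, 395 and 138 for the interaction of enzalutamide and talazoparib, 231 and 118 for 1 µM olaparib at day 1, 1435 and 659 for 5 µM olaparib at day 1, 1774 and 738 for 1 µM olaparib at day 5, 5649 and 3038 for 5 µM olaparib at day 5, 397 and 147 for DMSO at day 5 against day 1, 1055 and 433 for the interaction of 1 µM olaparib and day and 4239 and 2243 for the interaction of 5 µM olaparib and day. An adjusted p under 0.01 (Benjamini-Hochberg, edgeR) gave 1250 genes for the interaction of abiraterone and olaparib, 1202 for that of enzalutamide and talazoparib, 1651 for 1 µM olaparib at day 1 and 2949 for DMSO at day 5 against day 1, and the other 11 counts stayed within 1.5 times. These fall by construction, since fewer genes can pass. Leaving out 1 library gave from 1932 to 2711 genes for 1 µM olaparib at day 1, with 1932 without DMSO replicate 1 of day 1, and each other count stayed within 1.5 times. Total-count scaling kept the 15 counts within 1.5 times but moved the split between higher and lower genes by over 10 points in 9, to 5863 higher and 3905 lower for abiraterone (against 4803 and 5050), 2885 higher and 3829 lower for olaparib (against 3655 and 2983), 2553 higher and 3831 lower for talazoparib (against 3435 and 2865), 1216 higher and 944 lower for the interaction of enzalutamide and talazoparib (against 991 and 1355), 1598 higher and 1069 lower for 1 µM olaparib at day 1 (against 1166 and 1762), 5139 higher and 3380 lower for 5 µM olaparib at day 1 (against 3997 and 4336), 2620 higher and 1924 lower for DMSO at day 5 against day 1 (against 2055 and 2481), 2148 higher and 3597 lower for the interaction of 1 µM olaparib and day (against 2883 and 2627) and 3450 higher and 6926 lower for the interaction of 5 µM olaparib and day (against 5035 and 5121). The median log2 fold change of all genes moved by over 0.1 only for the interaction of 5 µM olaparib and day, from -0.022 to -0.15.

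In what follows, each adjusted p (camera unless another test is named) is followed by its range over all alternatives of that result, and the cause of a change was not tested unless stated. With the inter-gene correlation estimated from the data, 30 of 101 list results were past the threshold no longer: 0.228 (2.92e-10 to 0.228) for androgen response with olaparib 1 µM day 1, 0.414 (1.49e-07 to 0.414) for androgen response with olaparib 5 µM day 1, 0.145 (5.99e-10 to 0.145) for androgen response with olaparib 5 µM day 5, 0.102 (4.45e-06 to 0.102) for p53 targets with abiraterone, 0.0605 (5.97e-08 to 0.0605) for homologous recombination with olaparib, 0.0674 (2.72e-28 to 0.0674) for S phase with olaparib, 0.335 (6.12e-06 to 0.335) for homologous recombination with abiraterone plus olaparib, 0.417 (2.46e-13 to 0.417) for S phase with abiraterone plus olaparib, 0.569 (1.33e-08 to 0.569) for S phase with enzalutamide plus talazoparib, 0.177 (3.33e-18 to 0.177) for G2/M with enzalutamide plus talazoparib, 0.1498 (2.10e-08 to 0.1498) for G2/M with olaparib 1 µM day 1, 0.0626 (5.53e-07 to 0.0626) for interferon response with abiraterone, 0.0540 (1.17e-17 to 0.0540) for MYC with abiraterone, 0.0536 (5.44e-07 to 0.0536) for interferon response with enzalutamide, 0.0698 (2.86e-11 to 0.0698) for unfolded protein response with enzalutamide, 0.0508 (7.01e-05 to 0.0508) for extracellular matrix with enzalutamide, 0.212 (7.57e-05 to 0.212) for MHC genes with enzalutamide, 0.0550 (6.43e-05 to 0.0550) for extracellular matrix with olaparib, 0.291 (0.00785 to 0.291) for MHC genes with olaparib, 0.112 (1.04e-04 to 0.112) for interferon response with talazoparib, 0.0536 (2.92e-07 to 0.0536) for unfolded protein response with talazoparib, 0.0583 (1.27e-04 to 0.0583) for extracellular matrix with talazoparib, 0.120 (2.91e-04 to 0.120) for MHC genes with talazoparib, 0.0536 (8.11e-07 to 0.0536) for interferon response with abiraterone plus olaparib, 0.259 (1.31e-17 to 0.259) for oxidative phosphorylation with abiraterone, 0.414 (9.08e-11 to 0.414) for oxidative phosphorylation with enzalutamide, 0.1498 (2.87e-07 to 0.1498) for aminoacyl-tRNA synthetases with enzalutamide, 0.121 (7.63e-06 to 0.121) for fatty acid oxidation with olaparib, 0.0568 (1.38e-07 to 0.0568) for fatty acid oxidation with talazoparib and 0.392 (1.87e-09 to 0.392) for oxidative phosphorylation with talazoparib. Where the estimate lies over 0.01, it widens the spread of a list's mean by construction. Without any filter on low counts, the adjusted p was 0.0132 (0.0132 to 0.815) for S phase with abiraterone, 2.96e-04 (2.96e-04 to 0.661) for G2/M with abiraterone, 0.00328 (0.00328 to 0.375) for p53 targets with enzalutamide, 0.0238 (0.0238 to 0.827) for G2/M with enzalutamide, 0.00372 (0.00372 to 0.607) for homologous recombination with enzalutamide plus talazoparib, 0.0428 (0.0428 to 0.683) for S phase with olaparib 5 µM day 1, 0.00726 (0.00726 to 0.465) for MHC genes with abiraterone, 0.00311 (0.00311 to 0.237) for interferon response with olaparib, 0.0119 (0.00930 to 0.4995) for MYC with olaparib, 0.0197 (0.0197 to 0.511) for MHC genes with abiraterone plus olaparib and 0.00289 (0.00289 to 0.381) for MHC genes with enzalutamide plus talazoparib, each now under 0.05, and the mean changed sign at 0.928 (0.808 to 0.993) for homologous recombination with enzalutamide, 0.936 (0.149 to 0.936) for fatty acid oxidation with abiraterone and 0.866 (0.230 to 0.866) for fatty acid oxidation with enzalutamide. Preranked GSEA gave 0.0228 (2.96e-04 to 0.661) for G2/M with abiraterone, 0.0202 (0.00930 to 0.4995) for MYC with olaparib and 0.0191 (0.00289 to 0.381) for MHC genes with enzalutamide plus talazoparib, each under 0.05, 0.0778 (6.12e-06 to 0.335) for homologous recombination with abiraterone plus olaparib and 0.0689 (0.00785 to 0.291) for MHC genes with olaparib, each over 0.05, and another sign at 0.993 (0.808 to 0.993) for homologous recombination with enzalutamide. Total-count scaling gave 0.00930 (0.00930 to 0.4995) for MYC with olaparib and 0.0445 (0.0445 to 0.661) for MYC with talazoparib, each under 0.05, 0.0645 (6.12e-06 to 0.335) for homologous recombination with abiraterone plus olaparib, over 0.05, and another sign at 0.8104 (0.162 to 0.991) for oxidative phosphorylation with olaparib. At least 10 counts in every library gave 0.0948 (6.12e-06 to 0.335) for homologous recombination with abiraterone plus olaparib, and a fit of only the groups compared gave 0.0744 (6.12e-06 to 0.335) for homologous recombination with abiraterone plus olaparib, both over 0.05. Without the paper's leading-edge genes, the androgen response list had 0.238 (5.96e-11 to 0.238) with talazoparib and 0.0922 (5.99e-10 to 0.145) with olaparib 5 µM day 5, no longer under 0.05, and fewer genes were tested by construction.

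For genes, values are log2 fold changes. Total-count scaling moved 0.21 for RMI2 with abiraterone, 0.17 for FANCF with abiraterone, 0.13 for PALB2 with enzalutamide, 0.055 for RAD21 with enzalutamide and 0.096 for TMPRSS2 with olaparib 1 µM day 1 past the threshold, -0.23 for BRCA2 with abiraterone and -0.037 for FKBP5 with olaparib 1 µM day 1 back over it, and the sign at 0.043 for MRE11 with enzalutamide. No filter gave -0.28 for BRCA2 with abiraterone and -0.059 for FKBP5 with olaparib 1 µM day 1 (no longer past it), -0.15 for FEN1 with enzalutamide (now past it) and 0.0040 for MRE11 with enzalutamide (sign changed). A fit of only the groups compared gave -0.28 for BRCA2 with abiraterone, -0.055 for FKBP5 with olaparib 1 µM day 1 and 0.18 for CDKN1A with enzalutamide (no longer past it) and -0.0019 for RAD21 with enzalutamide (sign changed), and -2.27 (adjusted p = 0.110, edgeR's quasi-likelihood test) for the gene without a symbol that fell most with olaparib, no longer past it, and without any filter NPIPP1 with enzalutamide was no longer past it (adjusted p = 0.0699, edgeR's quasi-likelihood test). At least 10 counts per library gave -0.17 for FEN1 with enzalutamide and 0.076 for TMPRSS2 with olaparib 1 µM day 1, both now past it. DESeq2 gave -0.17 for FEN1 with enzalutamide, now past it, and -4.0e-04 for RAD21 with enzalutamide with the sign changed, and RLE gave -3.0e-04 for RAD21 with enzalutamide with the sign changed. The causes of these changes were not tested.

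Leaving out 1 library changed the call or direction of 13 list results, given as the range of the adjusted p (camera) and the value without the library named. S phase with abiraterone from 0.0376 to 0.587 (0.0376 without DMSO replicate A), G2/M with abiraterone from 0.0164 to 0.164 (0.0164 without DMSO replicate A and 0.0480 without abiraterone replicate C), homologous recombination with enzalutamide from 0.843 to 0.990 (0.895 without DMSO replicate A, 0.990 without enzalutamide replicate B and 0.990 without enzalutamide replicate C), S phase with enzalutamide from 0.284 to 0.861 (0.834 without DMSO replicate C) and homologous recombination with abiraterone plus olaparib from 0.0276 to 0.0634 (0.0634 without DMSO replicate C and 0.0536 without abiraterone plus olaparib replicate A). Homologous recombination with olaparib 1 µM day 1 from 0.624 to 0.964 (0.811 without DMSO day 1 replicate 3 and 0.964 without olaparib 1 µM day 1 replicate 1), MYC with olaparib from 0.0101 to 0.235 (0.0101 without DMSO replicate A, 0.0497 without olaparib replicate A, 0.0496 without olaparib replicate B and 0.0273 without olaparib replicate C), MHC genes with olaparib from 0.00785 to 0.110 (0.110 without DMSO replicate C), interferon response with talazoparib from 0.0133 to 0.0506 (0.0506 without talazoparib replicate B) and MYC with talazoparib from 0.0449 to 0.591 (0.0449 without DMSO replicate A). MHC genes with enzalutamide plus talazoparib from 0.0415 to 0.120 (0.0415 without DMSO replicate A), Wnt pathway with olaparib from 0.700 to 0.988 (0.954 without olaparib replicate C) and oxidative phosphorylation with olaparib from 0.377 to 0.991 (0.991 without olaparib replicate C).

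Gene results that changed, as the range of log2 fold changes, were as follows. BRCA2 with abiraterone from -0.40 to -0.19 (-0.29 without DMSO replicate B, -0.19 without DMSO replicate C, -0.25 without abiraterone replicate A and -0.29 without abiraterone replicate C), BRCA1 with abiraterone from -0.052 to 0.047 (-0.052 without DMSO replicate A and -0.0075 without abiraterone replicate B), RAD54L with abiraterone from 0.14 to 0.20 (0.14 without DMSO replicate B), FANCF with abiraterone from 0.049 to 0.16 (0.16 without abiraterone replicate A), FEN1 with abiraterone from -0.15 to 0.014 (0.014 without DMSO replicate C) and MRE11 with abiraterone from -0.12 to -0.064 (-0.12 without DMSO replicate A). BRCA2 with enzalutamide from -0.090 to 0.12 (-0.090 without DMSO replicate A and -0.017 without enzalutamide replicate C), BRCA1 with enzalutamide from 0.070 to 0.17 (0.070 without DMSO replicate A, 0.12 without enzalutamide replicate B and 0.11 without enzalutamide replicate C), RAD51AP1 with enzalutamide from -0.022 to 0.030 (-0.0024 without DMSO replicate B and -0.022 without enzalutamide replicate A), RAD21 with enzalutamide from -0.012 to 0.017 (-0.0020 without DMSO replicate A, -0.012 without DMSO replicate C and -0.0068 without enzalutamide replicate A), FANCF with enzalutamide from -0.018 to 0.082 (-0.018 without enzalutamide replicate B) and FEN1 with enzalutamide from -0.24 to -0.075 (-0.24 without DMSO replicate A and -0.22 without enzalutamide replicate B). MRE11 with enzalutamide from -0.048 to 0.011 (0.0029 without DMSO replicate B, 0.011 without DMSO replicate C and 5.0e-07 without enzalutamide replicate B), FKBP5 with olaparib 1 µM day 1 from -0.078 to -0.048 (-0.051 without DMSO day 1 replicate 1 and -0.048 without olaparib 1 µM day 1 replicate 3), TMPRSS2 with olaparib 1 µM day 1 from 0.045 to 0.095 (0.095 without DMSO day 1 replicate 3) and CDKN1A with enzalutamide from 0.081 to 0.23 (0.081 without DMSO replicate C). NPIPP1 and RN7SL2, whose values are uncertain, also lost their calls in some of these fits.

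Replicates share only a number or letter here: the correlations of same-numbered libraries in their deviations from the group means ranged from -0.253 to 0.205, and in no comparison were all over 0.1. With the replicate as a block, 9808 genes passed the threshold for abiraterone and 6534 for olaparib, the 15 counts stayed within 1.5 times, no list result changed, and of the genes NPIPP1 alone changed (adjusted p = 0.0602, edgeR's quasi-likelihood test with the block).

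The first principal component held 56.5% of the variance with all genes, 79.0% with rlog and 49.5% with log2 CPM, and from 78.8% to 79.2% without each replicate in turn. The second held 11.8% with all genes, 5.64% with log2 CPM, and from 6.35% to 6.48% without each replicate. Distances to DMSO for abiraterone, enzalutamide, olaparib, talazoparib and the combinations with abiraterone and enzalutamide were 46.6, 48.0, 28.3, 27.6, 54.7 and 54.1 with rlog and 142, 144, 113, 112, 159 and 154 with log2 CPM. The correlation of the effects of olaparib in both experiments was 0.861 among genes with at least 100 counts on average, against 0.494 across all genes, so genes with low counts limit it.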

Differences from the paper's values

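The paper shows counts of genes past its threshold in Fig. 3D, read by eye, and its text does not state the threshold on the fold change. The counts here were 9853 against the paper's about 3800 for abiraterone, 9919 against the paper's about 3900 for enzalutamide, 6638 against the paper's about 1300 for olaparib, 6300 against the paper's about 1200 for talazoparib, 11581 against the paper's about 5600 for abiraterone plus olaparib and 11630 against the paper's about 5400 for enzalutamide plus talazoparib (Fig. 3D, read by eye). Of the alternatives set before the data were examined, an absolute log2 fold change of at least 0.58 closed the gap in each of the 6, with 3403, 3553, 1174, 1080, 4954 and 4718 in the same order. With at least 1 the counts were 1959, 2059, 502, 463, 2692 and 2593, and neither this nor any other of them closed the gap.

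The paper reports lower MYC and E2F targets and higher interferon signatures with both drug classes. The paper calls sets at p under 0.05 by GSEA, while calls here use p-values adjusted over all list tests, which is stricter. Unadjusted p-values from preranked GSEA were 0.0127 for the MYC list with olaparib and 0.162 with talazoparib. They were 0.0688 and 0.698 for S phase genes with abiraterone and enzalutamide, and 0.0620 for the interferon list with olaparib. Only the first of these is under 0.05. The MYC list had an adjusted p (camera) of 0.0668 with olaparib and 0.239 with talazoparib. For olaparib, total-count scaling (0.00930), no filter on low counts (0.0119), preranked GSEA (0.0202) and leaving out DMSO replicate A (0.0101) or olaparib replicate A (0.0497), B (0.0496) or C (0.0273) gave an adjusted p under 0.05, and for talazoparib total-count scaling (0.0445) and leaving out DMSO replicate A (0.0449) did (camera, except the GSEA). These values are from the panel. At day 5 of the time course, the MYC list had a mean of -0.15 at 1 µM olaparib and -0.40 at 5 µM (unadjusted p = 1.63e-05 and 5.80e-05, preranked GSEA). S phase genes, which stand for E2F targets, had an adjusted p (camera) of 0.225 with abiraterone and 0.743 with enzalutamide, and for abiraterone no filter (0.0132) and leaving out DMSO replicate A (0.0376) gave one under 0.05. For the interferon list with olaparib it was 0.127, and no filter gave 0.00311 (camera).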

Other observations

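The tests of other splits given here were chosen only after the results were seen.

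With 3 libraries against 3 there are 10 splits, so a share under 0.05 cannot be reached. Each of the 11 counts of genes past the threshold was matched by 1 of 10 splits, the real one. Among the list results tested this way, 43 had 1 split as large, 5 had 2, 8 had 3, 13 had 4, 4 had 5, 5 had 6, 9 had 7, 2 had 8, 4 had 9 and 4 had 10. For lists, a split counted as large by its p-value from camera. Every split but the real one mixes libraries of both groups, so part of a drug effect stays in it and the spread within groups grows. The numbers of splits therefore do not bear on chance. High counts included lists past the threshold. The interferon response list had 9 with abiraterone, 7 with enzalutamide, 5 with talazoparib and 10 with each combination. Oxidative phosphorylation had 7 with abiraterone, 6 with enzalutamide and 4 with talazoparib.

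CYP17A1, the target of abiraterone (ENSG00000148795.7, GRCh38 chromosome 10 from 102830531 to 102837472), had from 0 to 21 counts per library in the panel, with a median of 2 and at least 1 count in 15 of 21 libraries, and from 2 to 24 in the time course, with a median of 6. These low counts differed by treatment. In the panel they were from 1 to 7 with DMSO, 8 to 16 with olaparib and 11 to 21 with talazoparib. They were 0 in each library with abiraterone or enzalutamide plus talazoparib, and from 1 to 3 with enzalutamide or abiraterone plus olaparib. At day 5 of the time course they were from 3 to 6 with DMSO, 12 to 21 with 1 µM olaparib and 12 to 24 with 5 µM.

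The paper reports a modest change in cell cycle distribution with 1 µM olaparib in these cells. At 1 µM the S phase list had a mean log2 fold change of -0.46 and the G2/M list -0.53 at day 5, against -0.092 and -0.058 at day 1, and at 5 µM they had -1.85 and -2.35 at day 5 (adjusted p at 1 µM and day 5 = 7.28e-40 and 8.08e-66, camera).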
